# Ursolic Acid Attenuates Hepatic Steatosis, Fibrosis, and Insulin Resistance by Modulating the Circadian Rhythm Pathway in Diet-Induced Obese Mice

**DOI:** 10.3390/nu10111719

**Published:** 2018-11-09

**Authors:** Eun-Young Kwon, Su-Kyung Shin, Myung-Sook Choi

**Keywords:** fibrosis, extracellular matrix, ursolic acid, circadian rhythm, liver-specific

## Abstract

The aim of the current study was to elucidate the effects of long-term supplementation with dietary ursolic acid (UR) on obesity and associated comorbidities by analyzing transcriptional and metabolic responses, focusing on the role of UR in the modulation of the circadian rhythm pathway in particular. C57BL/6J mice were divided into three groups and fed a normal diet, high-fat diet, or high-fat + 0.05% (*w*/*w*) UR diet for 16 weeks. Oligonucleotide microarray profiling revealed that UR is an effective regulator of the liver transcriptome, and canonical pathways associated with the “circadian rhythm” and “extracellular matrix (ECM)–receptor interactions” were effectively regulated by UR in the liver. UR altered the expression of various clock and clock-controlled genes (CCGs), which may be linked to the improvement of hepatic steatosis and fibrosis via lipid metabolism control and detoxification enhancement. UR reduced excessive reactive oxygen species production, adipokine/cytokine dysregulation, and ECM accumulation in the liver, which also contributed to improve hepatic lipotoxicity and fibrosis. Moreover, UR improved pancreatic islet dysfunction, and suppressed hepatic gluconeogenesis, thereby reducing obesity-associated insulin resistance. Therapeutic approaches targeting hepatic circadian clock and CCGs using UR may ameliorate the deleterious effects of diet-induced obesity and associated complications such as hepatic fibrosis.

## 1. Introduction

Obesity represents one of the most severe burdens on healthcare systems, and is closely related to the increased risk of multiple chronic conditions, including insulin resistance (IR), diabetes, cardiovascular diseases, fatty liver, fibrosis, non-alcoholic steatohepatitis, and other comorbidities [1]. Molecular links between obesity, hepatic steatosis, and liver fibrosis remain incompletely understood but may include chronic inflammation and extracellular matrix (ECM) accumulation in the liver. One hypothesis explaining the link between obesity, hepatic steatosis, and liver fibrosis is the “two-hit hypothesis”, which implies that the accumulation of lipid metabolites can lead to a series of events including lipotoxicity, oxidative stress, and inflammation that produce a “second hit” [2]. Another hypothesis suggests that the “second hit” promotes tissue injury and the activation of stellate cells. Activated stellate cells are recognized as the primary cellular source of matrix components in the liver, and play a central role in the development of hepatic fibrosis by accumulating ECM proteins in the space of Disse via accelerated pro-inflammatory responses [3,4]. Moreover, genome-wide gene expression studies provided the first and important insights into the role of the circadian clock in liver metabolism, and suggest that the interaction between altered energy metabolism and disruptions in the circadian clock results in a downward spiral that can cause obesity, IR, hepatic steatosis, and other metabolic diseases or exacerbate pathological states [5,6,7,8,9], though the underlying mechanisms remain largely unknown.

Ursolic acid (UR), or 3β-hydroxy-urs-12-en-28-oic acid, is a pentacyclic triterpenoid found in large amounts in berries, leaves, flowers, and fruits of medicinal plants, such as *Rosmarinus officinalis*, *Eriobotrya japonica*, and *Eugenia jambolana* [10,11,12,13,14,15]. UR exerts anti-inflammatory, anti-oxidative, anti-cancer, anti-obesity, and anti-diabetic activities by activating peroxisome proliferator-activated receptor alpha (PPAR-α) and 5′ AMP-activated protein kinase (AMPK) and increasing energy expenditure. However, the effects of this chemical on hepatic fibrosis are not fully elucidated, and to date, few studies have been conducted to investigate the effects of long-term treatment with UR based on the integration of transcriptional profiles and phenotypic biomarkers. Transcriptomic studies are a common approach for the identification of molecular mechanisms underlying the anti-metabolic disease effects of traditional medicines. In the current study, we evaluated the effects of long-term supplementation with dietary UR and the molecular mechanisms underlying its metabolic regulatory effects in diet-induced obesity (DIO) and metabolic disease using transcriptomic analysis. This study demonstrates for the first time that dietary UR attenuated inflammation-mediated metabolic diseases including DIO, hepatic steatosis, dyslipidemia, fibrosis, and IR by controlling the circadian clock and suppressing hepatic ECM remodeling in DIO mice.

## 2. Materials and Methods

### 2.1. Animals

Thirty-six male C57BL/6J mice were obtained from the Jackson Laboratory (Bar Harbor, ME, USA) at 4 weeks of age. Mice were individually housed under a constant temperature (24 °C) and 12-h light/dark cycles, fed an AIN-76 semi-purified diet for a 1-week acclimation period, and then randomly divided into three groups. The mice were fed a normal diet (ND, *n* = 10), high-fat diet (HFD) consisting of 20% fat and 1% cholesterol (*n* = 13), or HFD with 0.05% (*w*/*w*) UR (*n* = 13; UR obtained from Sigma-Aldrich, St. Louis, MO, USA) for 16 weeks. All experimental diets were prepared weekly and stored in a dark room at 4 °C. Body weights (BW) and blood glucose levels were recorded every 2 weeks. At the end of the experimental period, all mice were anesthetized with ether after a 12-h fast. Blood was collected from the inferior vena cava to determine the glucose, plasma lipid, and hormone concentrations. Tissues were removed, rinsed with physiological saline, weighed, immediately frozen in liquid nitrogen, and stored at −70 °C until analysis. The animal study protocols were approved by the Ethics Committee at Kyungpook National University (approval no. KNU 2010-4-14).

### 2.2. Blood Glucose, Intraperitoneal Glucose Tolerance Test (IPGTT), Homeostasis Model Assessment-Estimated IR (HOMA-IR) Index, and Plasma Biomarkers

Every 2 weeks, 12-h fasting blood glucose levels were measured in the tail vein using a glucose analyzer (Lifescan Inc., Wayne, PA, USA). For the IPGTT, 5 weeks after the start of the experiment, 12-h-fasted mice were injected intraperitoneally with glucose (0.5 g/kg BW), and blood glucose levels were measured in the tail vein after 0, 30, 60, and 120 min. Radioimmunometric assays were used to measure plasma insulin and glucagon concentrations using a multiplex detection kit (Bio-Rad, Millipore, Hercules, CA, USA). The HOMA-IR index was calculated according to the following formula: (fasting insulin concentration (mU/L) × fasting glucose concentration (mg/dL) × 0.05551)/22.5.

### 2.3. Analyses of Plasma and Hepatic Lipids

The levels of total plasma cholesterol (TC), high-density lipoprotein cholesterol (HDL-C), triglycerides (TG), glutamic oxaloacetic transaminase (GOT), glutamic pyruvic transaminase (GPT), and phospholipids were measured using enzymatic assay kits (Asan Pharm Co., Seoul, Korea) as were those of plasma free fatty acid (FFA) (Wako Chemicals, Osaka, Japan), apolipoprotein A1 (apoA1; Eiken Chemical Co., Tokyo, Japan), and apolipoprotein B100 (apoB100; Eiken Chemical Co.). The non-HDL-C value, HDL-C-to-TC ratio (HTR), and atherogenic index (AI) were calculated as follows: non-HDL-C = TC − HDL-C − (TG/5); HTR (%) = HDL-C/TC × 100; and AI = (TC − HDL-C)/HDL-C. Concentrations of plasma adiponectin, leptin, tumor necrosis factor-α (TNF-α), monocyte chemoattractant protein-1 (MCP-1), and interferon-γ (IFN-γ) were measured using a multiplex detection kit (Bio-Rad, Millipore, Hercules, CA, USA). Hepatic lipid levels were determined using the same enzymatic kit used in the plasma analyses after extraction using the method described by Folch et al. [16].

### 2.4. Morphology of Liver, Fat, and Pancreatic Tissues

The liver, epididymal adipose, and pancreatic tissues were harvested from each mouse. Liver and epididymal adipose tissue samples were subsequently fixed in 10% (*v*/*v*) paraformaldehyde/phosphate buffered saline (PBS) and embedded in paraffin for staining with hematoxylin and eosin, and Masson’s trichrome stain. The pancreatic tissue samples were fixed in 4% (*v*/*v*) paraformaldehyde/PBS and embedded in paraffin for immunohistochemical staining of insulin and glucagon. The stained area was visualized using a microscope with 200× magnification.

### 2.5. Hepatic Enzyme Activities and Glycogen Concentrations

Hepatic mitochondrial, cytosolic, and microsomal fractions were prepared as previously described [17] and the protein concentrations were determined via Bradford assay. Fatty acid synthase (FAS) [18], phosphatidate phosphohydrolase (PAP) [19], carnitine palmitoyltransferase (CPT) [20], and β-oxidation [21] activities were measured as previously described. Microsomal 3-hydroxy-3-methyl-glutaryl-coenzyme A reductase (HMGCR) [22] and acyl-CoA:cholesterol acyltransferase (ACAT) [23] activities were measured using [14C]-HMG-CoA and [14C]-oleoyl CoA substrates, respectively. Spectrophotometric assays were used to determine glucose-6-phosphatase (G6Pase) [24], glucokinase [25], and phosphoenolpyruvate carboxykinase (PEPCK) [26] activities as described previously. Hepatic glycogen [27] concentrations were also determined as previously described.

### 2.6. Hepatic H_2_O_2_ and Erythrocyte Thiobarbituric Acid Reactive Substance (TBARS) Concentrations, and Plasma Paraoxonase (PON) Activity

The hepatic H_2_O_2_ [28] and erythrocyte TBARS [29] levels were determined as previously described. The plasma PON activity was measured using the method described by Mackness [30].

### 2.7. RNA Preparation and Quality Control

Total RNA was extracted from adipose tissue, liver, and skeletal muscle using TRIzol reagent (Invitrogen Life Technologies, Grand Island, NY, USA) according to the manufacturer’s instructions. DNase digestion and subsequent re-precipitation in ethanol were performed to remove any DNA and phenol contaminants, respectively. For quality control, the RNA purity and integrity were evaluated using an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). For the liver, epididymal adipose tissue, and skeletal muscle samples, three pooled RNA sample sets were constructed for each of the ND, HFD, and UR groups as previously described [31]. RNA was stored at −70 °C prior to further analysis via microarray and quantitative polymerase chain reaction (qPCR).

### 2.8. Quantitative Real-Time PCR

Total RNA (1 μg) was reverse-transcribed into cDNA using the QuantiTect^®^ reverse transcription kit (Qiagen, Hilden, Germany), and mRNA expression was quantified via qPCR using the SYBR green PCR kit (Qiagen) and the CFX96TM real-time system (Bio-Rad). Gene-specific mouse primers were used as mentioned in Table S1. Ct values were normalized to those of glyceraldehyde 3-phosphate dehydrogenase (GAPDH) and the relative gene expression was calculated using the 2^−ΔΔ^ Ct method [32].

### 2.9. Microarray Analysis

Total RNA was amplified and purified using the Ambion Illumina RNA amplification kit (Ambion, Waltham, MA, USA). Biotinylated cRNA (750 ng per sample) was hybridized to Illumina MouseWG-6 v2 Expression BeadChips (Illumina, San Diego, CA, USA) according to the manufacturer’s instructions. Hybridized arrays were washed and stained with Amersham Fluorolink streptavidin-Cy3 (GE Healthcare Bio-Sciences, Little Chalfont, UK) following the standard protocol provided in the bead array manual. Hybridization quality and overall chip performance were determined by visual inspection of both the internal quality controls and the raw scanned data in the Illumina BeadStudio software. Probe signal intensities were quantile-normalized and log-transformed. Microarray analysis was performed using the ArrayAssists software (Stratagene, La Jolla, CA, USA) in the R programming language.

The statistical differential gene expression analysis between groups was performed using the non-parametric RankProd approach. Oligonucleotides that presented changes between groups with a false discovery rate (FDR) < 0.05 were considered significant. The Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways mapper (www.genome.jp/kegg) was consulted for the analysis of gene functions involved in circadian rhythm, lipid metabolism, tricarboxylic acid (TCA) cycle, oxidative phosphorylation, and ECM–receptor interaction. These microarray data were deposited in the Gene Expression Omnibus (GEO) database (GEO accession numbers: GSE120243).

### 2.10. Statistical Analysis

The parameter values are expressed as means (standard error of the mean, SEM). Significant differences between the groups were determined via Student’s *t*-test and Wilcoxon *t*-test using the SPSS software (SPSS Inc., Chicago, IL, USA). Results were considered statistically significant at *p* < 0.05.

## 3. Results

### 3.1. UR Decreased Adiposity and Plasma Lipids Levels

UR markedly decreased BW and food efficiency ratio (FER) after Week 14 compared to that of mice in the HFD group (Figure 1A,B). UR also significantly reduced the weights of white adipose tissue (WAT) depots, including retroperitoneal, subcutaneous, visceral (sum of epididymal, perirenal, mesenteric, and retroperitoneal WAT), and total WAT (sum of visceral, subcutaneous, and interscapular WAT), while increasing the interscapular brown adipose tissue (BAT) weight compared with those of mice in the HFD group (Figure 1C,D). Moreover, morphological observations revealed that the epididymal adipocyte size in mice in the UR group was smaller than that in mice in the HFD group (Figure 1E). Plasma levels of TC, non-HDL-C, FFA, phospholipid, AI, and apoB-to-apoAI ratio were significantly lower, whereas the apoA-I level and HTR were significantly higher in mice in the UR group than those in the HFD group (Figure 1F).

### 3.2. UR Abated HFD-Induced Hepatic Steatosis by Modulating Hepatic Lipid-Regulating Enzyme Activities

UR treatment significantly decreased the liver weight (Figure 2A) as well as the accumulation and size of hepatic lipid droplets relative to that of mice in the HFD group (Figure 2B). Furthermore, treatment with UR markedly decreased the hepatic cholesterol, TG, and fatty acid (FA) contents, relative to that of mice in the HFD group (Figure 2C). The activities of the hepatic enzymes involved in lipogenesis (i.e., FAS and PAP) were significantly reduced, and those related to FA oxidation (i.e., CPT and β-oxidation) were markedly increased by UR treatment compared to those in mice in the HFD group (Figure 2D). Activities of the hepatic cholesterol-regulating enzymes HMGCR and ACAT were also remarkably lower in mice in the UR group than those in mice in the HFD group (Figure 2D).

### 3.3. UR Ameliorated Tissue Fibrosis in Mice with DIO

Levels of hepatic lipotoxicity markers including plasma GOT and GPT were significantly decreased by UR treatment compared with those in mice in the HFD group (Figure 3A). Hepatic mitochondrial H_2_O_2_ and erythrocyte TBARS levels were also significantly lower in mice in the UR group than in mice in the HFD group (Figure 3B,C). The activity of plasma PON, an atheroprotective protein, was strikingly increased in mice in the UR group compared to that in mice in the HFD group (Figure 3D). To assess tissue fibrosis, we used Masson’s trichrome stain, which colors fibrous collagen-containing tissue blue, to display the fibrous tissue of the liver and adipose tissue in the HFD group. The hepatic portal vein of HFD-fed mice was surrounded by fibrous bands, and epididymal WAT depots in HFD-fed mice contained pronounced trichrome-positive “streaks” interspersed among the adipocytes. The UR group, on the other hand, showed normal hepatic architecture and fat-pad, with very thin, closely packed collagen sheets surrounding each adipocyte (Figure 3E).

### 3.4. UR Prevented HFD-Induced IR and Pancreatic Islet Hypertrophy

UR significantly decreased plasma glucose, insulin, and glucagon levels, and HOMA-IR index relative to that in mice in the HFD group (Figure 4A–D). Glycogen levels and glucokinase, PEPCK, and G6Pase activities were lowered by UR compared with those in the liver of mice in the HFD group (Figure 4E,F). Immunohistochemical staining of the pancreatic tissue for insulin and glucagon also revealed that pancreatic islet hypertrophy caused by HFD was prevented by UR treatment, thereby normalizing the insulin and glucagon content in the plasma (Figure 4G). Moreover, expression of the anti-inflammatory cytokine adiponectin was markedly increased, whereas levels of pro-inflammatory cytokines/chemokines such as leptin, TNF-α, MCP-1, IFN-γ, and adipsin were significantly suppressed by UR treatment relative to that in mice in the HFD group (Figure 4H,I).

### 3.5. UR Altered the Transcriptional Responses Involved in Circadian Clock and ECM in the Liver and Muscle Tissue of DIO Mice

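RNA of the liver, epididymal WAT and gastrocnemius muscle of mice fed the ND, the HFD or the HFD with UR was hybridized to 27 Illumina mouse BeadChip arrays, 3 for each diet and tissue. The methods state that 3 pooled RNA sets were made for each group and tissue, so n counts pools of RNA, and the errors given here measure the spread between pools and not between mice. Which mice entered each pool is not given in the sources used here. The probe signals as deposited by the authors, without normalization, were quantile-normalized over the 9 arrays of a tissue and log2-transformed. The share of the 45281 probes detected per array was 34.2% to 40.0% in the liver, 42.2% to 44.4% in WAT and 35.5% to 38.1% in muscle. In the liver the diets did not overlap: 34.2% to 35.0% with the ND, 36.5% to 37.2% with the HFD and 38.7% to 40.0% with UR. Detection and diet can therefore not be told apart in the liver. In muscle the share was 35.8% to 36.7% with the ND, 35.5% to 35.8% with the HFD and 37.6% to 38.1% with UR. The diets overlapped in WAT. The number of arrays limits the precision. A gene was tested in a tissue where a probe had a detection p under 0.05 on all 3 arrays of a group, and the brightest such probe stands for the gene. Differences were tested with limma over the 9 arrays of a tissue, two-sided, with Benjamini-Hochberg adjustment over the genes tested, and "rose" and "fell" stand for an adjusted p under 0.05. The gene lists were fixed before the data were examined and were compared with the other genes by camera of limma with a preset inter-gene correlation of 0.01. Of the lists that camera called, 0 kept an adjusted p under 0.05 with an estimated correlation, in each of the 3 tissues and for both UR against HFD and HFD against ND.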

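In the liver, a hydroxysteroid dehydrogenase, a glucuronosyltransferase and the plasma carrier of retinol were among the largest increases with UR. Hsd17b6, the dehydrogenase, rose by a log2 fold change of 2.56 (standard error 0.11, n = 3 pools per group), Ugt2b34, the transferase, by 2.40 (standard error 0.13), and Rbp4, the retinol carrier, by 2.15 (standard error 0.08). Of the 12 largest decreases, 7 were in genes that had risen with the HFD, 1 in a gene that had fallen with it and 4 in genes that had not passed the test. Gpnmb, a glycoprotein of lipid-laden macrophages, rose by 4.05 with the HFD and fell by 2.22 with UR, and Lpl, which encodes lipoprotein lipase, rose by 2.19 and fell by 1.71. Lcn2, which encodes the acute-phase protein lipocalin, rose by 3.30 and fell by 1.32, while Spon2, a secreted matrix protein, fell by 1.401 with UR after a log2 change of -0.0056 with the HFD (adjusted p = 0.984). In WAT, the clock output gene Dbp rose by 1.53 (standard error 0.12), and the uroplakin genes Upk3b and Upk1b, markers of the mesothelium that covers the fat pad, fell by 1.58 and 1.51. In muscle, the clock genes Dbp, Ciart and Per2 rose by 2.03, 1.76 and 1.43, while Ppargc1a, a coactivator of mitochondrial genes, fell by 0.69. With UR against the HFD, limma called 5347 of 9784 genes in the liver (1887 up and 3460 down), 751 of 10753 in WAT (348 up and 403 down) and 2090 of 9313 in muscle (1071 up and 1019 down). With the HFD against the ND, it called 2781 genes in the liver (1637 up and 1144 down), 4617 in WAT (2208 up and 2409 down) and 1430 in muscle (709 up and 721 down). The balance of up and down depends on the scaling: with arrays scaled to a common median, UR gave 3282 up and 1162 down in the liver, 476 up and 260 down in WAT and 933 up and 204 down in muscle, and the HFD gave 1682 up and 607 down in the liver and 72 up and 1888 down in muscle. The median log2 change of all genes moved with it, from -0.09 to 0.10 in the liver with UR and from 0.01 to -0.11 in muscle with the HFD. The 3 arrays of one group all lay above the 3 of the other in 63.8% of the genes tested in the liver with UR, 35.2% in WAT and 42.1% in muscle, where chance gives 10%. In WAT the count with UR was 1231 without ND replicate 2, 236 without HFD replicate 2, 217 without HFD replicate 3, 216 without UR replicate 1, 159 without UR replicate 2 and 383 without UR replicate 3. In muscle it was 1232 without UR replicate 2 and 1270 without UR replicate 3, and the count with the HFD was 869 without ND replicate 2, 894 without HFD replicate 1 and 933 without HFD replicate 3. Of the 1956 genes called in the liver with UR that have more than 1 probe, 482 (24.6%) had another probe past the test in the opposite direction, against 11 of 1029 (1.07%) with the HFD, and 11 of the 12 largest increases rest on a single probe.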

Microarray analysis revealed that 1773 genes in the liver, 106 genes in WAT, and 202 genes in the muscle were differentially expressed in response to UR treatment compared to those in HFD-fed mice (Figures S1 and S2). In the liver, UR altered the expression of clock genes and CCGs. Among them, UR reduced Clock gene expression, while enhancing the expression of *Per1*, *Per2*, and *Per3* genes when compared to that in mice in the HFD group (Figure 5A). 

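In the liver of the UR group, clock genes whose mRNA peaks in the evening were mostly higher than in the HFD group. Nr1d2, a nuclear receptor that represses transcription in the clock, rose by a log2 fold change of 1.72 (standard error 0.07, adjusted p = 4.84e-09 from limma), and Usp2, a clock-controlled deubiquitinase, by 1.35 (standard error 0.21). Tef, a transcription factor that binds D-box elements, rose by 1.06 (standard error 0.15). Of the 11 measured genes of the evening-phase list, 9 rose, 1 fell and 1 did not pass the test, and adjusted over the list alone 9 rose and 1 fell. The gene that fell was Nr1d1, the paralog of Nr1d2, at -0.33 (standard error 0.09, adjusted p = 0.00589 from limma) and at -0.14 with median scaling (adjusted p = 0.163), under which 10 genes of the list rose and 0 fell. The median log2 change of the list was 0.81, and camera gave an adjusted p of 0.00100 (adjusted p = 0.686 with an estimated correlation). Of its genes, 6 (Per1, Per2, Per3, Dbp, Tef and Nr1d2) are among those the study names from these samples, so their direction is not independent evidence. No member of the list had another probe past the test in the opposite direction, among 7 with more than 1 probe. Of the 3 measured genes of the morning-phase list, Clock fell and Bhlhe40, a transcriptional repressor, rose by 1.44 (standard error 0.18), while Arntl, which encodes BMAL1, had a log2 fold change of -0.19 (standard error 0.10, adjusted p = 0.103 from limma), and of -0.28 without HFD replicate 3 (adjusted p = 0.0302). The HFD alone had raised 4 of the 11 evening-phase genes over the ND (4 adjusted over the list alone), namely Usp2 by 1.49, Dbp by 1.49, Ciart by 1.39 and Per2 by 1.15, with an adjusted p of 0.00372 from camera (adjusted p = 0.291 with an estimated correlation).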

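Clock, whose product pairs with BMAL1 to activate the clock, was lower in the liver of the UR group, and the Period genes, whose products repress that pair, were higher. The log2 signal of Clock was 11.11 ± 0.07 (SD, n = 3 pools) in the HFD group and 10.30 ± 0.13 in the UR group, a log2 fold change of -0.81 (standard error 0.07, adjusted p = 2.20e-06 from limma). The HFD group was itself lower than the ND group in Clock, by a log2 fold change of -0.29 (standard error 0.07, adjusted p = 0.0111), and of -0.27 with median scaling (adjusted p = 0.0586). Per2 rose from 11.32 ± 0.28 to 12.12 ± 0.06, by 0.80 (standard error 0.16, adjusted p = 0.00110). Per1 rose from 9.41 ± 0.57 to 10.22 ± 0.15, by 0.81 (standard error 0.28, adjusted p = 0.0280). Its call was lost without HFD replicate 2 (0.50, adjusted p = 0.127), without UR replicate 1 (0.73, adjusted p = 0.0842) and without UR replicate 2 (0.84, adjusted p = 0.0595). Per3 rose from 7.45 ± 0.10 to 7.99 ± 0.11, by 0.54 (standard error 0.07, adjusted p = 6.55e-05), and was detected on 1 of the 3 HFD arrays and on 3 of the 3 UR arrays. The call on Per3 was lost with background correction by neqc (0.20, adjusted p = 0.241) and with all 27 arrays normalized together (0.08, adjusted p = 0.273). The study chose these 4 genes on the same samples, so their directions are not independent evidence.

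**Figure D1:**
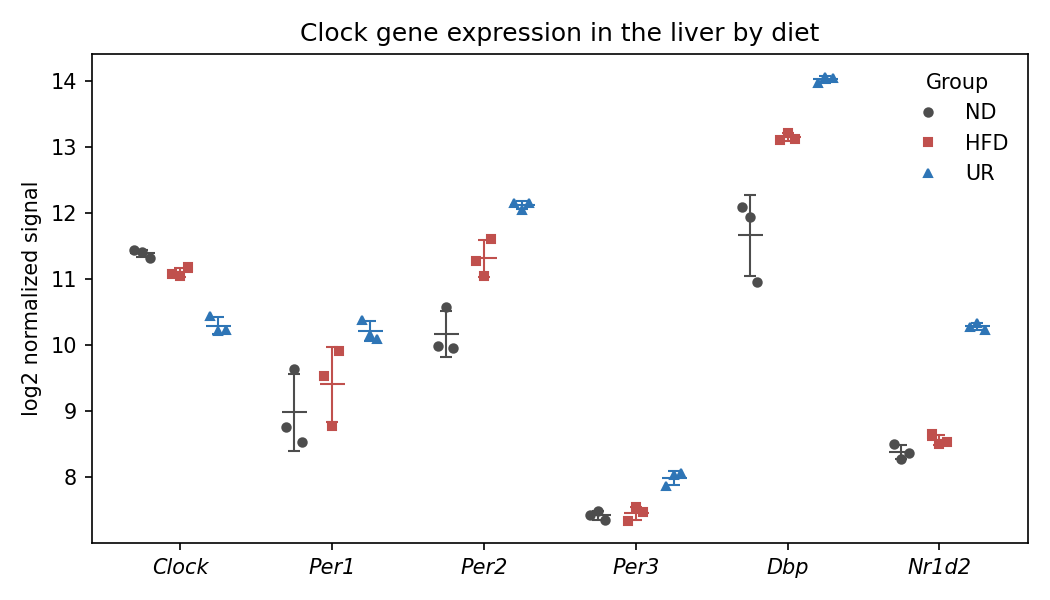
Log2 normalized signal (vertical axis) of 6 clock genes (horizontal axis) in the liver by diet. Each point is 1 array of pooled RNA (3 per diet), horizontal bars are group means and error bars are SDs; Clock lies near 10.30 in the UR group and near 11.11 in the HFD group, and Per2 near 12.12 and 11.32.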

The expression of genes responsible for detoxification (*Dbp*, *Tef*, and *Txn1*), as well as lipid and bile acid metabolism (*Nampt*, *Pparg*, *Sirt5*, *Prkag2*, *Foxo3*, *Nr1d2*, and *Insig1*) was increased, while expression of the bile acid biosynthesis-related gene *Cyp8b1* was down-regulated by UR (Figure 5B,C). 

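Among the clock-controlled genes, Nampt, the rate-limiting enzyme of NAD salvage, and, on its brightest probe, Txn1, which encodes the redox protein thioredoxin, rose with UR in the liver. Txn1 rose by a log2 fold change of 2.00 on its brightest probe (standard error 0.07, adjusted p = 2.54e-09 from limma) and fell by 0.27 on its other probe, and over the mean of both its fold was 1.82. Nampt rose by 1.88 (standard error 0.08, adjusted p = 6.58e-09). Prkag2, a regulatory subunit of AMPK, rose by 0.90 (standard error 0.09), Dbp, a D-box transcription factor, by 0.88 (standard error 0.21) and Foxo3, a forkhead transcription factor, by 0.43 (standard error 0.06). Cyp8b1, the sterol 12-hydroxylase that makes cholic acid, had a log2 fold change of -0.43 (standard error 0.08, adjusted p = 0.000505 from limma), and of -0.21 with median scaling (adjusted p = 0.0872). Pparg, a nuclear receptor of lipid storage, had a log2 fold change of -0.08 (standard error 0.09, adjusted p = 0.490). That of Sirt5, a mitochondrial deacylase, was -0.0034 (standard error 0.07, adjusted p = 0.973), and 0.26 with median scaling (adjusted p = 0.0494). That of Insig1, which retains the SREBP complex in the endoplasmic reticulum, was -0.03 (standard error 0.23, adjusted p = 0.929). Each of these 3 genes has a dimmer probe that rose, by 0.76 for Pparg, 0.54 for Sirt5 and 1.81 for Insig1. Of the 11 genes the paper names in these groups, 7 rose, 1 fell and 3 did not pass the test, and since the study chose them on these samples the counts are not independent evidence.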

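In the liver, UR was accompanied by higher signals of several enzymes of fatty acid oxidation, the TCA cycle and oxidative phosphorylation. In the list of fatty acid oxidation, Acadsb, an acyl-CoA dehydrogenase, rose by a log2 fold change of 2.06 (standard error 0.10, adjusted p = 1.27e-08 from limma), Hadhb, a subunit of the mitochondrial trifunctional protein, by 1.90 (standard error 0.11), Pecr, a peroxisomal enoyl-CoA reductase, by 1.58, and Baat, which conjugates bile acids, by 2.07. Of its 40 measured genes, 16 rose and 8 fell (16 and 9 adjusted over the list alone; 20 and 2 with median scaling). Camera gave an adjusted p of 0.0352 (adjusted p = 0.753 with an estimated correlation), and 0.105 without UR replicate 1. In the TCA cycle, Idh2, the mitochondrial NADP-dependent isocitrate dehydrogenase, rose by 2.17 (standard error 0.07), Sdhd, a subunit of succinate dehydrogenase, by 1.96, Dld, the E3 subunit of the 2-oxoacid dehydrogenases, by 1.61 and the cytosolic aconitase Aco1 by 1.48. Of 22 measured genes, 8 rose and 3 fell (8 and 3 adjusted over the list alone; 14 and 0 with median scaling), with an adjusted p of 0.0127 from camera (adjusted p = 0.443 with an estimated correlation). Of 67 genes of oxidative phosphorylation, 21 rose, among them the complex I genes Ndufb9 by 2.01 and Ndufb10 by 1.397 and the complex IV gene Cox7a2 by 1.96, and 14 fell (21 and 13 adjusted over the list alone; 34 and 2 with median scaling). The median of that list was -0.04 and its mean 0.22, and camera gave an upward adjusted p of 0.0629 (adjusted p = 0.733 with an estimated correlation), which was 0.0354 without HFD replicate 1, 0.0405 without HFD replicate 2, 0.0404 without UR replicate 3 and 0.000725 with median scaling. Of 21 genes of fatty acid uptake and lipid transport, 2 rose and 8 fell (2 and 8 adjusted over the list alone; 4 and 6 with median scaling; adjusted p = 0.571 from camera, adjusted p = 0.894 with an estimated correlation). Besides Lpl, they include Ffar3, a receptor of short-chain fatty acids, at -0.78 (standard error 0.07), the HDL receptor Scarb1 at -0.53 (standard error 0.06) and Lrp1, a receptor of lipoprotein remnants, at 0.82 (standard error 0.08). Of 29 genes of fatty acid and triglyceride synthesis, 4 rose and 7 fell (3 and 7 adjusted over the list alone), while with median scaling the balance turned to 9 up and 3 down (adjusted p = 0.655 from camera, adjusted p = 0.941 with an estimated correlation). The fatty acid elongase Elovl2 rose by 1.93, the acyltransferase Agpat3 by 1.56 and the malic enzyme Me1 by 1.29, and the desaturase Fads2 fell by 0.65. With the HFD against the ND, 14 genes of fatty acid oxidation fell and 2 rose (14 and 2 adjusted over the list alone; adjusted p = 0.00224 from camera, adjusted p = 0.414 with an estimated correlation), among them Hadha, the other subunit of the trifunctional protein, by 0.84, which with UR had a log2 fold change of -0.19 (adjusted p = 0.183). The carnitine palmitoyltransferase Cpt1a was not detected on any HFD array, and was at least 1.34-fold lower with the HFD than with the ND and at least 1.14-fold higher with UR than with the HFD. Idh2, Sdhd, Dld, Aco1, Acadsb, Hadhb, Ndufb9 and Cox7a2 were each measured by a single probe, and among the 19 genes of fatty acid oxidation with more than 1 probe, 5 had probes past the test in opposite directions.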

With regard to lipid metabolism, UR lowered the expression of hepatic genes up-regulated by HFD and involved in FA and lipid transport, FA synthesis, and lipogenesis, and enhanced the expression of genes associated with FA oxidation and lipolysis, the TCA cycle, and oxidative phosphorylation (Figure 5D and Table S2). Microarray analysis of the muscle also revealed that UR altered the expression of clock and CCGs, and their transcription regulators. 

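In muscle, the evening-phase clock genes rose with UR. Dbp and Ciart, a repressor of the CLOCK and BMAL1 pair, rose the most, as given above for the whole array, and Nr1d2 rose by a log2 fold change of 0.85 (standard error 0.08, adjusted p = 3.15e-05 from limma). Of 11 measured evening-phase genes, 9 rose and 0 fell (9 adjusted over the list alone; 7 with median scaling), with a median log2 change of 0.52 and an adjusted p of 1.69e-09 from camera (adjusted p = 0.147 with an estimated correlation). Of 3 measured morning-phase genes, 1 fell (Arntl; 2 adjusted over the list alone) and 1 rose, the repressor Bhlhe40, by 1.26 (standard error 0.10). Of the evening-phase genes, 5 are ones that the study names from these muscle samples, which is not independent evidence of their direction.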

UR treatment decreased Arntl (Bmal1) gene expression and increased that of PER family genes (*Per1*, *Per2*, and *Per3*), CCGs (*Nr1d2*, *Dbp*, and *Klf2*), and TCA cycle-related genes (*Pdhb*, *Dld*, *Sdhb*, *Fh1*, and *Atp5a1*), consistent with our hepatic microarray analysis results (Figure 5E–G and Table S3).

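Arntl, which encodes BMAL1, had a log2 fold change of -0.66 in muscle with UR (standard error 0.09, adjusted p = 0.000281 from limma), from 9.81 ± 0.10 (SD, n = 3 pools) in the HFD group to 9.15 ± 0.13. Per1 rose by 0.87 (standard error 0.17, adjusted p = 0.00353), although the dimmest of its 3 probes had a log2 fold change of -0.02. Per2 rose from 8.58 ± 0.16 to 10.01 ± 0.16. Per3 rose too (adjusted p = 0.000382) and was not detected on any HFD array of muscle, so it was at least 1.17-fold higher with UR, against the lowest detected signal. Klf2, a transcription factor of the Krüppel-like family, rose by 0.63 (standard error 0.14). Of the 5 genes of the TCA cycle and ATP synthesis that the paper names, Dld rose by 0.78 (standard error 0.07) and Atp5a1, a subunit of ATP synthase, by 0.60 (standard error 0.07). Pdhb, a subunit of pyruvate dehydrogenase, had a log2 fold change of -0.08 (standard error 0.06, adjusted p = 0.299), and Fh1, which encodes fumarase, of -0.02 (standard error 0.05, adjusted p = 0.807), while a dimmer probe of each rose by 0.72. Sdhb, a subunit of succinate dehydrogenase, had a log2 fold change of 0.14 (standard error 0.06, adjusted p = 0.0886), and of 0.20 without UR replicate 1 (adjusted p = 0.0328). Of the 12 clock, clock-controlled and TCA cycle genes named for muscle, 8 rose, 1 fell and 3 did not pass the test, and as the study chose them on these samples this is not independent evidence. In the TCA cycle list, 8 of 23 measured genes rose and 1 fell (8 and 1 adjusted over the list alone; 7 and 0 with median scaling), with Sdhd at 0.73 and Idh2 at 0.49. Camera gave an adjusted p of 0.00566 (adjusted p = 0.191 with an estimated correlation), and 0.0710 with median scaling. Dld, Sdhd and Idh2, each measured by a single probe, had fallen with the HFD by 0.40, 0.55 and 0.40. The 3 HFD arrays of muscle scored -3.87 to -1.77, the 3 UR arrays 1.66 to 2.83 and the 3 ND arrays 0.10 to 0.98 on the axis of within-gene probe differences that parts UR from HFD in the liver. The HFD arrays thus lay apart from both other groups on it. Whether the changes of single-probe genes in muscle share this was not tested.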

Next, we examined the levels of many key fibrotic genes involved in cytokine/chemokine expression, ECM remodeling, and ECM regulation during HFD-induced inflammation (Figure 6 and Tables S4 and S5). 

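Many inflammatory genes that the HFD had raised in the liver were lower in the UR group. Cxcl1, a chemokine that attracts neutrophils, rose by a log2 fold change of 2.22 with the HFD and fell by 1.07 with UR (standard error 0.18 for each, adjusted p = 0.000428 for UR from limma). Saa1, an acute-phase protein, rose by 2.39 and fell by 0.99, and the macrophage chemokine Ccl4 rose by 1.26 and fell by 0.55. Cxcl16, a chemokine and scavenger receptor, rose by 0.57 and fell by 0.79, the interferon-induced chemokine Cxcl10 rose by 0.58 and fell by 0.57, and Casp1, the protease of the inflammasome, rose by 0.44 and fell by 0.70. Tnfrsf12a, the receptor of TWEAK (printed as Infrsf12a in the paper), fell by 0.75 with UR, Tnfaip2 by 0.74, the cytokine receptor subunit Csf2ra by 0.52, and the disintegrin family members Adam11 and Adam23 by 0.95 and 0.71. Il5ra and Tnfrsf17, receptors of eosinophils and of plasma cells, were not detected on any UR array of the liver and were at least 1.20-fold and 1.13-fold lower than in the HFD group, against the lowest detected signal. Noct, a clock-controlled deadenylase-like protein that the paper calls Ccrn4l, rose by 1.02 (standard error 0.35, adjusted p = 0.0253). Its call was lost without HFD replicate 2 (0.53, adjusted p = 0.0831), UR replicate 1 (0.96, adjusted p = 0.0687) or UR replicate 2 (1.02, adjusted p = 0.0629). Il1rap, the accessory protein of the interleukin 1 receptor, had a log2 fold change of 0.08 (standard error 0.09, adjusted p = 0.489), and of 0.34 with median scaling (adjusted p = 0.0283). Il10rb, a subunit of the interleukin 10 receptor, had a log2 fold change of -0.12 (standard error 0.06, adjusted p = 0.119). Of the 16 genes of this group with a named probe, 13 fell, 1 rose and 2 did not pass the test, and 9 of those that fell had risen with the HFD. The study chose this group on the same samples, so the counts are not independent evidence, and Adamts2 was not analysed here.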

With regard to inflammatory pathways involved in obesity, UR down-regulated the hepatic transcription of several pro-inflammatory chemokines/cytokines (*Ccl4*, *Ccr5*, *Cxcl1*, *Cxcl10*, *Cxcl16*, *Il5ra*, *Tnfaip2*, *Infrsf12a*, *Tnfrsf17*, *Adam11*, *Adam23*, *Adamts2*, *Casp1*, *Casp3*, *Csf2ra*, and *Saa1*), while up-regulating the expression of *Ccrn4l*, *Il1rap*, and *Il10rb* genes. The expression of most of the genes responsible for ECM remodeling and regulation was up-regulated by consumption of the HFD, whereas these genes were down-regulated by UR treatment. Specifically, ECM remodeling-associated genes (*Tgfbi*, *Tlr7*, *Lum*, *Mmp1a*, *Mmp13*, *Cd14*, *Cd44*, *Cd52*, *Cd63*, *Cd68*, *Cd72*, *Cd74*, *Cd84*, *Cd93*, and *Cd207*) and ECM regulation-associated genes (*Col1a1*, *Col4a1*, *Col4a2*, *Col6a1*, and *Col14a1*) were down-regulated, while expression of the M2 macrophage marker *Cd163* was markedly up-regulated by UR in comparison to that in mice in the HFD group (Figure 6A and Table S4). Moreover, pathway analysis using the KEGG mapper also revealed that the expression of genes involved in ECM–receptor interactions was down-regulated by UR (Figure 6B).

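In the liver, collagens, enzymes of matrix remodeling and macrophage markers rose with the HFD, and most of those that changed with UR fell. With median scaling that balance narrowed for collagens and turned for matrix remodeling. Of all 5347 genes called in the liver with UR, 3460 fell. Col4a1, a basement membrane collagen, rose by a log2 fold change of 0.75 and fell by 0.76 (standard error 0.09 for each, adjusted p = 1.97e-05 for UR from limma), and the collagenase Mmp13 rose by 1.79 and fell by 0.95. The proteoglycan Bgn rose by 0.49 and fell by 0.50, and by 0.19 with median scaling (adjusted p = 0.0747). With the HFD, 8 of 13 measured collagen genes rose and 0 fell (10 and 0 adjusted over the list alone; adjusted p = 7.18e-05 from camera, adjusted p = 0.291 with an estimated correlation), and 17 of 26 genes of ECM remodeling rose and 0 fell (17 and 2 adjusted over the list alone; adjusted p = 1.77e-05 from camera, adjusted p = 0.291 with an estimated correlation). With UR, 8 collagen genes fell and 2 rose (8 and 2 adjusted over the list alone; 4 and 3 with median scaling; adjusted p = 0.589 from camera, adjusted p = 0.941 with an estimated correlation). In ECM remodeling 14 fell and 4 rose (14 and 4 adjusted over the list alone), while with median scaling the balance turned to 4 down and 6 up (adjusted p = 0.287 from camera, adjusted p = 0.894 with an estimated correlation). Of the 11 genes of ECM remodeling with more than 1 probe, 5 had probes past the test in opposite directions, such as Fn1, which encodes fibronectin, at -0.46 on its brightest probe (-0.19 with median scaling, adjusted p = 0.0954) and 1.18 on the other. Over all genes tested in the liver, 881 rose with the HFD and fell with UR, where independent lists would share 579, and 198 fell with the HFD and rose with UR, where independent lists would share 221. Another 605 changed the same way in both comparisons. Both comparisons use the HFD arrays, so part of the excess may come from them. These counts were not made with median scaling, under which 1162 genes of the liver fell with UR in place of 3460. The covariance of the log2 changes was -0.0155, against -0.00409 in simulated data that share the HFD arrays, a difference of -0.0114 (genes are not independent replicates).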

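Beside the matrix genes, markers of macrophages and of antigen presentation were mostly lower in the liver of the UR group. The lysozyme gene Lyz2 fell by a log2 fold change of 1.48 on its brightest probe (standard error 0.09, adjusted p = 6.05e-08 from limma) and rose by 1.14 on its other probe, and the complement gene C1qb fell by 1.05. Of the ECM genes the paper names, Cd207, the langerin gene of dendritic cells, fell by 1.00, Cd74, the invariant chain of MHC class II, by 0.98 and Cd44, a receptor of hyaluronan, by 0.90. Col1a1, a chain of fibrillar collagen, fell by 0.86 (standard error 0.20, adjusted p = 0.00353) from 9.14 ± 0.50 (SD, n = 3 pools) to 8.27 ± 0.33, and Col4a2 by 0.61. Col6a1 had a log2 fold change of -0.58 (standard error 0.17, adjusted p = 0.0124), and of -0.51 without UR replicate 2 (adjusted p = 0.0528) and -0.33 with median scaling (adjusted p = 0.0864). Tgfbi, a matrix protein induced by TGF-β, fell by 0.33 and Col14a1 by 0.43, but by 0.04 and 0.17 with median scaling, with adjusted p of 0.771 and 0.238. Cd163, a scavenger receptor of M2 macrophages, rose by 0.69 (standard error 0.08, adjusted p = 2.60e-05), and the collagenase Mmp1a had a log2 fold change of 0.02 (standard error 0.08, adjusted p = 0.828), and of 0.19 with median scaling (adjusted p = 0.0478). Of the 20 named genes with a named probe, 18 fell, Cd163 rose and Mmp1a did not pass the test, and as the study chose them on these samples this is not independent evidence. Lum, Cd52 and Cd93 have a dimmer probe that rose, by 0.51, 0.22 and 0.67, and Cd68 was not analysed here. In the list of macrophage markers, 16 of 24 measured genes fell and 6 rose (16 and 6 adjusted over the list alone), among the latter Mpeg1, a pore-forming protein of macrophages, by 1.399. Camera gave an adjusted p of 0.0650 (adjusted p = 0.753 with an estimated correlation), which was 0.0354 without HFD replicate 1, 0.0454 without UR replicate 2, 0.0478 without UR replicate 3 and 0.000697 with median scaling (16 down and 7 up). Of 8 genes of MHC class II, 7 fell and 1 rose (7 and 1 adjusted over the list alone), with H2-Ab1 at -1.12 and H2-Aa at 1.45, and camera gave an adjusted p of 0.0352 (adjusted p = 0.733 with an estimated correlation). Of 15 endothelial markers, 12 fell, such as Pecam1 by 0.57 and Stab2 by 0.55, and Lyve1 rose by 0.86 (12 and 1 adjusted over the list alone; 3 and 2 with median scaling; adjusted p = 0.0352 from camera, adjusted p = 0.725 with an estimated correlation, adjusted p = 0.0550 with median scaling).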

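Several receptors and ligands of the ECM were lower in the liver with UR, fewer of them with median scaling, while an integrin subunit and, on 1 of its 2 probes, dystroglycan were higher. Sdc3, a transmembrane heparan sulfate proteoglycan, fell by a log2 fold change of 0.83 (standard error 0.09, adjusted p = 1.35e-05 from limma), and Hspg2, which encodes perlecan, by 0.55 (standard error 0.08). Itgb5, an integrin subunit, rose by 0.73 (standard error 0.08), and Dag1, which encodes dystroglycan, rose by 0.70 on its brightest probe and fell by 0.39 on its other probe. The syndecans Sdc1, Sdc2 and Sdc4 had log2 fold changes of -0.11, -0.07 and -0.19, with adjusted p of 0.305, 0.418 and 0.108 from limma, and that of Sdc4 was 0.0384 without ND replicate 2. Of 31 measured genes of the list, 16 fell and 2 rose (16 and 2 adjusted over the list alone; 6 and 3 with median scaling). Camera gave an adjusted p of 0.0650 (adjusted p = 0.733 with an estimated correlation), which was 0.0360 without HFD replicate 1, 0.0478 without UR replicate 3 and 0.0310 with median scaling. With the HFD against the ND, 13 genes of the list rose and 5 fell (13 and 5 adjusted over the list alone; adjusted p = 0.209 from camera, adjusted p = 0.542 with an estimated correlation). Of the 12 genes with more than 1 probe, 2 had probes past the test in opposite directions.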

In contrast to our hepatic microarray results, UR increased the expression of muscular genes involved in cytokine/chemokine expression (*Adam9*, *Cxcl4*, *Il15*, *Itgbl1*, and *Itgb1bp3*), ECM remodeling (*Dcn*, *Sparc*, and *Sparcl1*), and ECM regulation (*Col1a1*, *Col3a1*, *Col5a1*, *Col6a1*, *Col6a3*, *Col8a1*, and *Col16a1*; Table S5).

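In muscle, collagen and matrix genes rose with UR, and some of them fell in the liver. Of the genes tested in both tissues, 3 of 13 collagens and 5 of 21 genes of ECM remodeling fell in the liver and rose in muscle, and the balance of the latter list in the liver turned with median scaling. Col1a1 rose by a log2 fold change of 0.71 in muscle (standard error 0.15, adjusted p = 0.00502 from limma), the fibrillar collagen Col3a1 by 0.68, Col5a1 by 0.59, the network-forming Col8a1 by 0.58, Col16a1 by 0.49 and Col6a1 by 0.41. The small proteoglycan Dcn rose by 0.31, the matricellular gene Sparc by 0.42 and its relative Sparcl1 by 0.56. Adam9, a membrane-bound disintegrin, rose by 0.66, the platelet chemokine Pf4 (Cxcl4 in the paper) by 0.52 and Itgbl1, an integrin-like secreted protein, by 0.50. The myokine Il15 rose by 0.28 (adjusted p = 0.0241), but not without HFD replicate 2 (0.24, adjusted p = 0.0792), UR replicate 2 (0.28, adjusted p = 0.0655) or UR replicate 3 (0.21, adjusted p = 0.102), and its dimmest probe had a log2 fold change of -0.05. Nmrk2 (Itgb1bp3 in the paper), a kinase of NAD synthesis, rose by 0.48 (adjusted p = 0.0466), but not without ND replicate 3 (0.48, adjusted p = 0.0552), HFD replicate 1 (0.40, adjusted p = 0.147), HFD replicate 3 (0.44, adjusted p = 0.115), UR replicate 2 (0.40, adjusted p = 0.156) or UR replicate 3 (0.47, adjusted p = 0.107). All 14 genes the paper names here with a named probe rose, which is not independent evidence since the study chose them on these samples, and Col6a3 was not analysed here. Of 16 measured collagens, 12 rose and 0 fell (14 adjusted over the list alone; 11 with median scaling), with an adjusted p of 3.39e-08 from camera (adjusted p = 0.191 with an estimated correlation). Of 26 genes of ECM remodeling, 12 rose and 0 fell (13 adjusted over the list alone), among them the inhibitor of metalloproteinases Timp3 by 0.72 and the proteoglycan Fmod by 0.60, with an adjusted p of 7.89e-05 from camera (adjusted p = 0.191 with an estimated correlation). Fibroblast markers other than collagens rose with them, 7 of 17 and 0 down (8 up and 2 down adjusted over the list alone), led by Dpt by 0.40 and Mfap4 by 0.26, with an adjusted p of 0.0326 from camera (adjusted p = 0.425 with an estimated correlation), and 0.0745 without HFD replicate 3 and 0.158 without UR replicate 1. Macrophage markers rose too, 8 of 15 and 0 down (11 adjusted over the list alone; adjusted p = 3.22e-05 from camera, adjusted p = 0.191 with an estimated correlation). Of 14 endothelial markers 5 rose and 0 fell (5 adjusted over the list alone; 3 with median scaling; adjusted p = 0.00946 from camera, adjusted p = 0.405 with an estimated correlation), with the scavenger receptor Stab1 up by 0.57 on its brightest probe (-0.02 on another) and the cadherin Cdh5 by 0.36 (0.04 on its other probe). Of 5 genes of MHC class II antigen presentation 2 rose and 0 fell (3 adjusted over the list alone; 3 with median scaling; adjusted p = 0.0133, adjusted p = 0.405 with an estimated correlation), H2-Aa by 0.61 and the invariant chain Cd74 by 0.45, the latter not without HFD replicate 2 (adjusted p = 0.0933), HFD replicate 3 (0.0759) or UR replicate 1 (0.0847). In a limma test of the difference itself, the UR effect differed between liver and muscle in 3460 of 8188 genes (1552 higher and 1908 lower in the liver), and 150 genes fell in the liver and rose in muscle and 63 did the reverse. With the liver groups kept and the muscle arrays assigned anew to diets, 5 of 11 drawn assignments gave as many genes. The count of 3460 alone therefore does not show that the effect in muscle contributes to it. The effect on Col1a1 was lower in the liver by a log2 difference of -1.58 (standard error 0.26, adjusted p = 2.32e-05). Of 13 collagens tested in both tissues, 9 had a lower effect in the liver and 0 a higher one, with a median difference of -0.42 and an adjusted p of 0.00231 from camera (adjusted p = 0.250 with an estimated correlation).

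**Figure D2:**
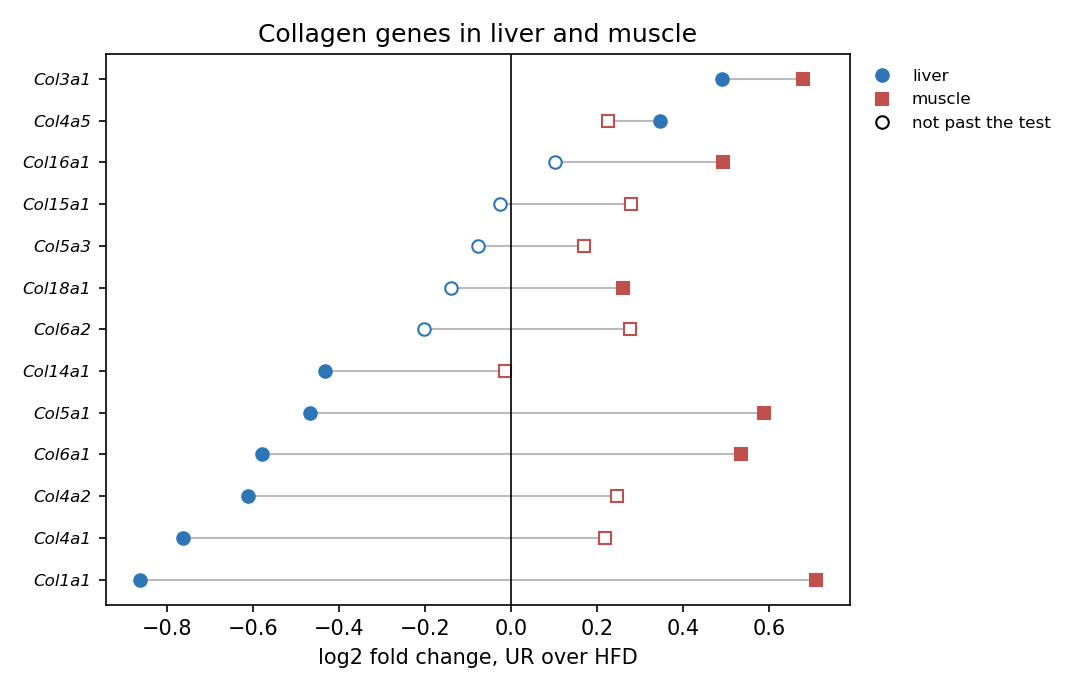
Log2 fold change of UR over HFD (horizontal axis) of the 13 collagen genes measured in both tissues (vertical axis), each on the probe brightest over both tissues, with liver as circles and muscle as squares, filled where the change passed the test over both tissues (n = 3 pools per group). In the liver, 6 fell and 2 rose, and in muscle 6 rose and 0 fell.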

## 4. Discussion

In the current study, we evaluated the effects of UR and the molecular mechanisms underlying its metabolic regulatory properties in DIO and metabolic disease via transcriptomic analysis. This study demonstrates for the first time that dietary UR improved inflammation-mediated metabolic diseases including DIO, hepatic steatosis, dyslipidemia, fibrosis, and IR by controlling the circadian clock and suppressing hepatic ECM remodeling in DIO mice. The following observations were made: (a) UR improved hepatic steatosis by restricting TG availability and decreasing lipogenesis, while promoting lipolysis, TCA cycle, and oxidative phosphorylation in the liver; (b) oligonucleotide microarray profiling revealed that hepatic transcriptomic changes in response to UR treatment were more dynamic than those in WAT and muscle, and that UR altered the expression of various clock and CCGs, which may be linked to the improvement of hepatic steatosis and fibrosis by controlling lipid metabolism and enhancing detoxification; (c) UR reduced excessive reactive oxygen species (ROS) production via an increase in plasma PON activity, adipokine/cytokine dysregulation, and ECM accumulation in the liver, which also contributed to improvement of hepatic lipotoxicity and fibrosis; and (d) UR treatment improved and normalized pancreatic islet dysfunction, and suppressed hepatic gluconeogenesis, thereby reducing obesity-associated IR in HFD-fed mice.

UR exerts various biological effects, including anti-inflammatory, anti-oxidative, anti-cancer, and anti-obesity activities [10,11,12,13,14,15]. In rat models of DIO, UR administration has been reported to ameliorate HFD-induced hepatic steatosis and inflammatory hyperalgesia by activating the PPAR-α pathway [10,11], and prevent obesity and IR by increasing FFA burning through enhancing skeletal muscle FFA uptake and β-oxidation via an uncoupling protein 3 (UCP3)/AMPK-dependent pathway [12]. In HFD-fed Swiss mice, administration of aqueous UR (50 mg/L) for 15 weeks decreased BW, visceral adiposity, and blood glucose and plasma lipid levels [13]. In addition, treatment with UR (0.27% *w*/*w*) for three weeks increased energy expenditure in skeletal muscle and brown fat, thus preventing obesity, glucose tolerance, and hepatic steatosis in C57BL/6J HFD-fed mice [14]. However, to date, few studies have been conducted on the effects of long-term UR treatment based on the integration of transcriptional profiles and phenotypic biomarkers. In the current study, we performed microarray analysis on three murine tissues (liver, muscle, and epididymal WAT) to examine the effects and potential underlying mechanisms of long-term dietary UR supplementation on HFD-induced obesity and associated metabolic diseases, including hepatic steatosis, fibrosis, IR, dyslipidemia, and inflammation in C57BL/6J mice. Oligonucleotide microarray profiling revealed that, among the three organs, the liver transcriptome was the most significantly altered by UR, revealing changes approximately 8.8 and 16.7 times higher than those in muscle and WAT, respectively, suggesting that UR is a more effective regulator of the liver transcriptome.

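Gene expression differed more between the UR and HFD groups in the liver than in WAT or muscle. The log2 fold changes of UR over HFD exceeded 0.5 in size in 1412 of 9784 genes in the liver (859 up and 553 down), among them the metabolic genes and macrophage markers described above, in 82 of 10753 genes in WAT (40 up and 42 down) and in 126 of 9313 genes in muscle (96 up and 30 down); with neqc background correction the numbers were 2726, 383 and 606, so the size of the excess in the liver depends on the processing. The SD of the log2 fold changes over genes was 0.41 in the liver, 0.16 in WAT and 0.17 in muscle, while the median SD between arrays of a group was 0.09, 0.08 and 0.07, so the spread between pools did not set the order of the tissues. At an adjusted p under 0.05 from limma, the liver had 2.56 times as many changed genes as muscle and 7.12 times as many as WAT. At an unadjusted p under 0.05 with an absolute log2 fold change over 0.5, the thresholds of the legend of Figure S1, limma called 1409, 79 and 124 genes in the liver, WAT and muscle, and the ratios were 11.4 to muscle and 17.8 to WAT. The effect in the liver differed from that in WAT in 4650 of 9056 genes (1664 higher and 2986 lower in the liver). Gaps between probes of the same gene ranked less alike between the UR and HFD arrays of the liver than between those of WAT or muscle. The Spearman correlations over 2677 genes were 0.863, 0.992 and 0.981, where genes are not independent replicates. Whether the liver groups were labelled or hybridized together is not given in the sources used here. Batch and group can therefore not be told apart in the liver, and part of its excess may rest on how the arrays were made. From the larger number of genes changed in the liver, the paper proposes that UR acts on gene expression there more than in muscle or WAT.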

In this study, our global transcriptomic analyses showed that canonical pathways associated with the “circadian rhythm” and “ECM–receptor interaction” were effectively regulated by UR in the liver. The circadian clock is an endogenous biological timekeeping system that synchronizes physiology and behavior to day/night cycles. Interactions between core clock transcription factors (CLOCK and BMAL1) and repressor Period (*Per*) and Cryptochrome (*Cry*) genes, as well as a spectrum of CCGs, are known to play essential roles in the metabolism of glucose, bile acids, lipids, and cholesterol in the liver [5]. Disruption of genetic or environmental factors such as energy imbalance and the circadian clock can cause metabolic diseases including hepatic steatosis, fibrosis, and diabetes, or exacerbate pathological states [5,6,7,8,9]. In this study, UR increased the expression of Per (*Per1*, *Per2*, and *Per3*) mRNA, and decreased that of clock genes, thereby modulating the expression of various CCGs involved in detoxification (*Dbp*, *Tef*, and *Txn1*), and lipid and bile acid metabolism (*Nampt*, *Pparg*, *Sirt5*, *Prkag2*, *Foxo3*, *Nr1d2*, and *Insig1*). Circadian clocks mediate protective responses to oxidative stress [33], and albumin D-site-binding protein (DBP), thyrotroph embryonic factor (TEF), and thioredoxin (TXN), the master regulators of hepatic detoxification enzymes, are rhythmically controlled by clock genes [34]. Consistent with the increased expression of detoxification genes observed in UR-supplemented mice, we observed decreased excessive ROS production as evidenced by reduced hepatic H_2_O_2_ and erythrocyte TBARS levels, as well as enhanced plasma PON activity. It is well known that ROS production contributes to fibrosis and IR, and various studies support the concept that molecular clock output genes involved in detoxification, such as *Dbp* and *Txn*, perform essential functions in the development of metabolic diseases [7,35]. In addition, UR decreased the expression of genes associated with chemokine/cytokine expression, ECM remodeling, and ECM regulation that were up-regulated by HFD, and which are known to contribute to fibrosis. Thus, these observations indicate that UR has the potential to regulate hepatic clock genes and CCGs involved in detoxification, which is linked to reduced pro-inflammatory responses, ECM accumulation in the liver, and increased insulin sensitivity, thereby preventing hepatic lipotoxicity, fibrosis, and IR in DIO mice.

CCGs altered by UR treatment were also strongly linked to hepatic circadian lipid metabolism. Among CCGs, UR increased the mRNA expression of *Sirt5*, *Prkag2* (AMPK), and *Foxo3* involved in lipolysis and FA oxidation, and decreased *Cyp8b1* mRNA expression involved in bile acid synthesis compared to that in mice in the HFD group, which in turn induced a significant increase in the hepatic TCA cycle and oxidative phosphorylation, which may contribute to the reduction of hepatic steatosis. Other core clock genes, such as *Nampt*, *Pparg*, *Nr1d2*, and *Insig1*, were also significantly up-regulated by UR. Previous studies have reported that *Nampt* mRNA is decreased in the liver of human subjects with non-alcoholic fatty liver disease, and *Nampt* has been shown to protect hepatocytes by increasing SIRT1 activity [36,37]. *Nr1d2* also represses the expression of hepatic *Apoc3* mRNA, a risk factor for atherosclerosis [38], and hepatic *Insig1* overexpression reduces lipogenesis via decreased expression of *Srebp1c* mRNA and its target enzymes [39]. Interestingly, UR increased *Pparg* and *Nampt* mRNA expression. Stromsdorfer et al. reported that the loss of nicotinamide phosphoribosyltransferase (NAMPT) impairs adipose tissue function and decreases PPARγ expression by increasing its phosphorylation, and in turn decreases adiponectin production, while increasing FFA production, which causes IR in adipose tissue, liver, and skeletal muscle [40]. Therefore, it is plausible that a UR-mediated increase in hepatic *Nampt* mRNA expression could increase *Pparg* expression, which in turn reduces plasma FFA and increases adiponectin, thereby ameliorating hepatic steatosis and IR.

Consistent with the hepatic microarray results, UR increased Per (*Per1*, *Per2*, and *Per3*) mRNA expression, and diminished *Arntl* (BMAL1) gene expression in the skeletal muscle, thereby increasing muscular expression of CCGs including *Nr1d2*, *Dbp*, and *Klf2*, and TCA cycle-associated genes. However, in contrast to that in the liver, mRNA expression involved in chemokine/cytokine expression, ECM remodeling, and ECM regulation was increased rather than decreased by UR supplementation. Our findings contrast somewhat with previous studies demonstrating greater ECM accumulation in skeletal muscle in obese insulin-resistant models [41,42]. Our observations after UR treatment may be linked with ECM homeostasis in the muscle, although this would require additional experiments for verification. Taken together, the present findings suggest that UR treatment attenuates hepatic steatosis, fibrosis, and IR by modulating liver-specific metabolic responses, in connection with circadian regulation.

## 5. Conclusions

In summary, the data obtained from our animal study indicate that UR can suppress DIO and modulate obesity-associated metabolic disorders including hepatic steatosis, fibrosis, and IR by modulating liver-specific metabolic responses such as “ECM–receptor interactions” under circadian control. Moreover, considering that no effective treatment for liver fibrosis is currently available, therapeutic approaches targeting hepatic circadian clock genes and CCGs using UR may ameliorate the deleterious effects of DIO and complications associated therewith, such as hepatic fibrosis. However, these observations require additional experiments for verification, because translation of results obtained in an animal model to a human population is not completely reflected.

## Figures and Tables

**Figure 1:**
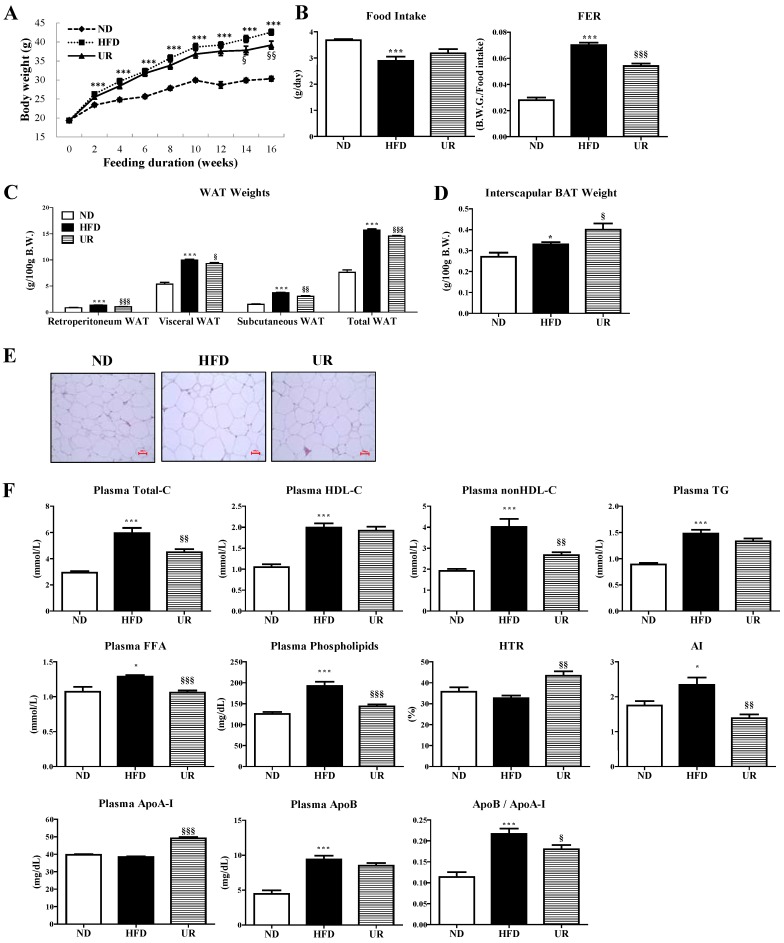
Effect of ursolic acid (UR) treatment on changes: in body weight (BW) (**A**); food intake and food efficiency ratio (**B**); white adipose tissue (WAT) weights (**C**); brown adipose tissue (BAT) weight (**D**); WAT morphology (magnification ×200) (**E**); and plasma lipid levels (**F**) in C57BL/6J mice fed a high-fat diet (HFD; 20% fat, 1% cholesterol). Data are shown as means ± SEM. Normal diet (ND; AIN-76) vs. HFD; * *p* < 0.05, ** *p* <0.01, *** *p* < 0.001. HFD vs. UR (HFD + 0.05% UR); ^§^ *p* < 0.05, ^§§^ *p* < 0.01, ^§§§^ *p* < 0.001. FER, food efficiency ratio, body weight gain/energy intakes per day; WAT, white adipose tissue; BAT, brown adipose tissue; Total-C, total-cholesterol; HDL-C, HDL-cholesterol; TG, triglyceride; FFA, free fatty acid; HTR, ratio of HDL-C to TC; AI, atherogenic index; Apo, apolipoprotein.

**Figure 2:**
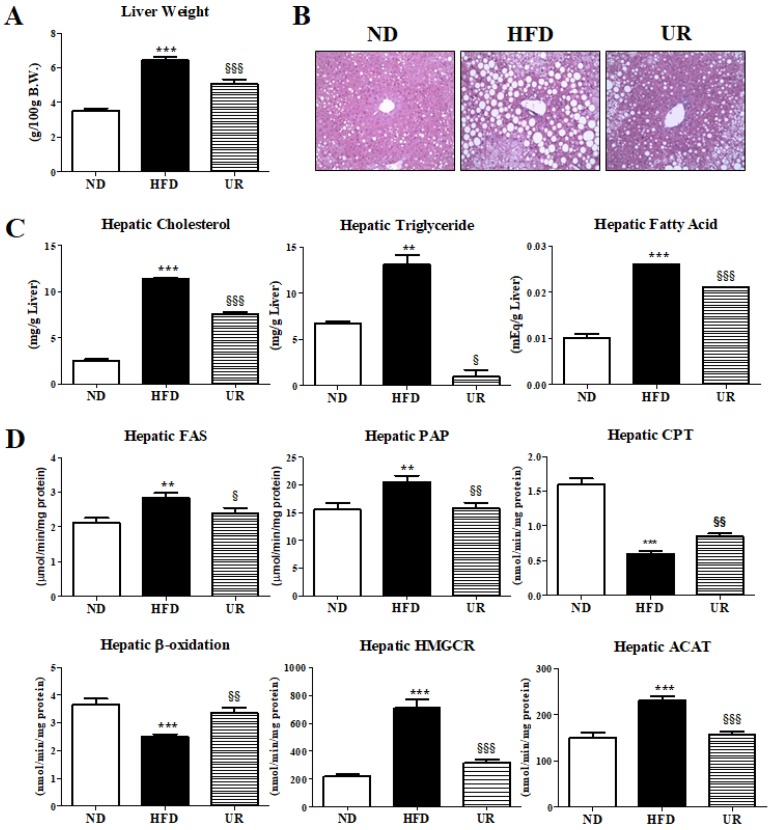
Effect of ursolic acid (UR) treatment on: the liver weight (**A**); hepatic morphology (magnification ×200) (**B**); hepatic lipid levels (**C**); and hepatic lipid-regulating enzyme activities (**D**) in C57BL/6J mice fed a high-fat diet (HFD). Data are shown as means ± SEM. Normal diet (ND; AIN-76) vs. HFD; * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001. HFD vs. UR (HFD + 0.05% UR); ^§^ *p* < 0.05, ^§§^ *p* < 0.01, ^§§§^ *p* < 0.001. FAS, fatty acid synthase; PAP, phosphatidate phosphohydrolase; CPT, carnitine palmitoyltransferase; HMGCR, 3-hydroxy-3-methyl-glutaryl-coenzyme A reductase; ACAT, acyl-CoA:cholesterol acyltransferase.

**Figure 3:**
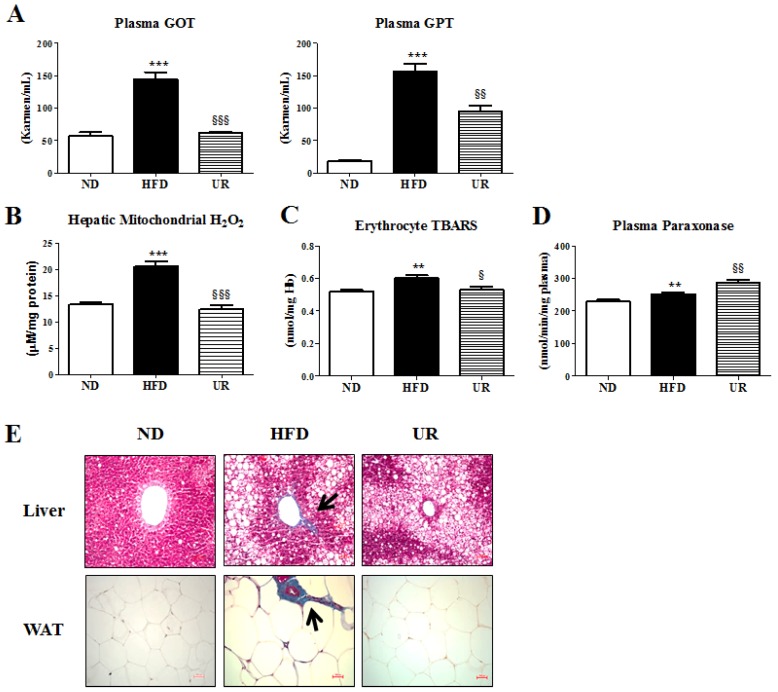
Effect of ursolic acid (UR) treatment on: plasma GOT and GPT (**A**); hepatic mitochondrial H_2_O_2_ (**B**); erythrocyte thiobarbituric acid reactive substance (TBARS) (**C**); plasma paraoxonase (PON) (**D**); and Masson’s trichrome staining (magnification ×200) (**E**) in C57BL/6J mice fed a high-fat diet (HFD). Data are shown as means ± SEM. Normal diet (ND; AIN-76) vs. HFD; * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001. HFD vs. UR (HFD + 0.05% UR); ^§^ *p* < 0.05, ^§§^ *p* < 0.01, ^§§§^ *p* < 0.001. GOT, glutamic oxaloacetic transaminase; GPT, glutamic pyruvic transaminase; TBARS, thiobarbituric acid reactive substance.

**Figure 4:**
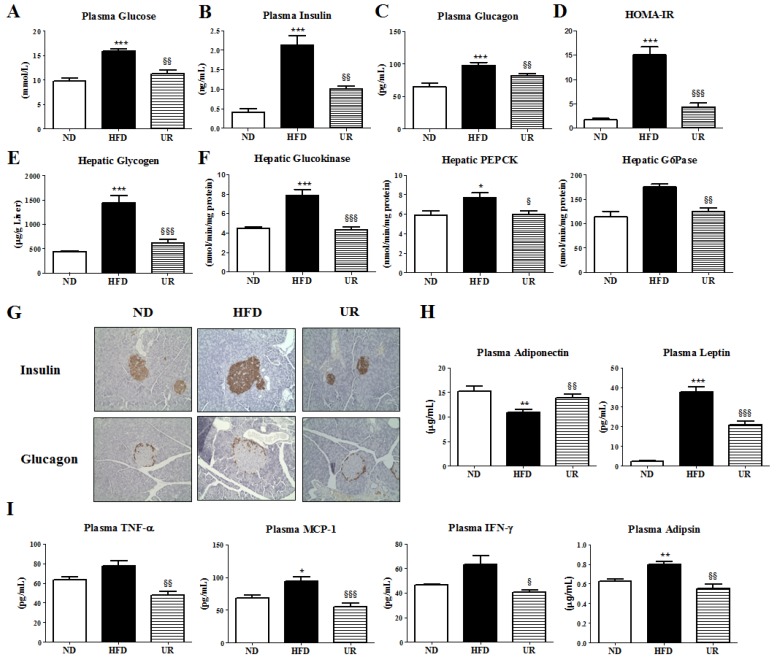
Effect of ursolic acid (UR) treatment on: plasma glucose level (**A**); insulin level (**B**); glucagon level (**C**); homeostasis model assessment-estimated insulin resistance (HOMA-IR) index (**D**); hepatic glycogen content (**E**); hepatic glucose-regulating enzyme activities (**F**); immunohistochemical staining of the pancreatic tissue (**G**); plasma adipokine (**H**); and pro-inflammatory cytokine levels (**I**) in C57BL/6J mice fed a high-fat diet (HFD). Data are shown as means ± SEM. Normal diet (ND; AIN-76) vs. HFD; * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001. HFD vs. UR (HFD + 0.05% UR); ^§^ *p* < 0.05, ^§§^ *p* < 0.01, ^§§§^ *p* < 0.001. HOMA-IR, homeostasis model assessment for insulin resistance; PEPCK, phosphoenolpyruvate carboxykinase; G6Pase, glucose-6-phosphatase; TNF-α, tumor necrosis factor alpha; MCP-1, monocyte chemoattractant protein-1; IFN-γ, interferon gamma.

**Figure 5:**
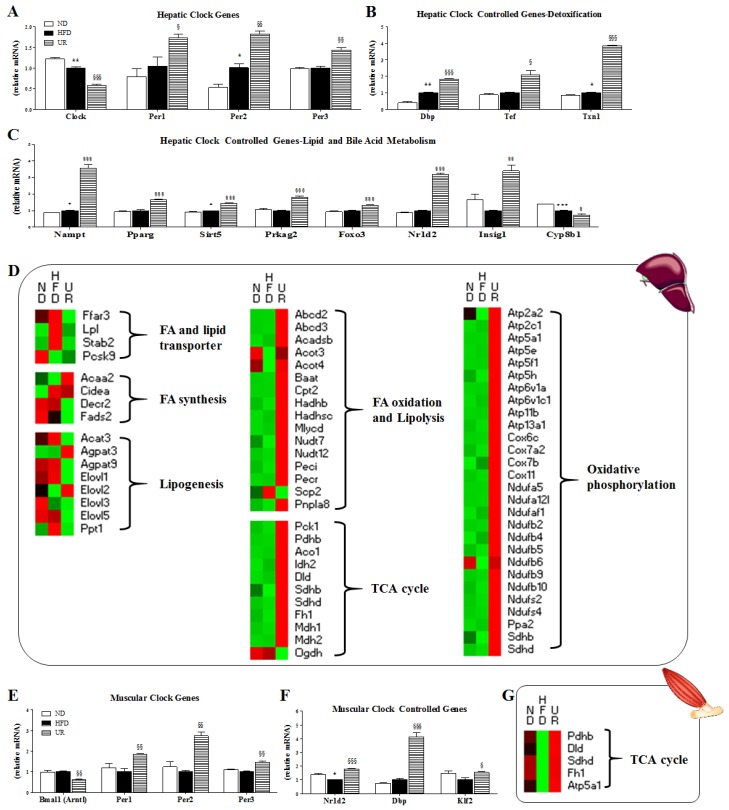
Effect of ursolic acid (UR) treatment on: the expression of hepatic clock genes in detoxification (**A**); clock-controlled genes (CCGs) involved in detoxification (**B**); lipid and bile acid metabolism (**C**); transcription patterns of hepatic genes related to lipid metabolism (**D**); muscular clock genes (**E**); CCGs (**F**); and tricarboxylic acid (TCA) cycle-associated genes (**G**). Symbols in red indicate genes that were up-regulated while those in green denote genes that were down-regulated.

**Figure 6:**
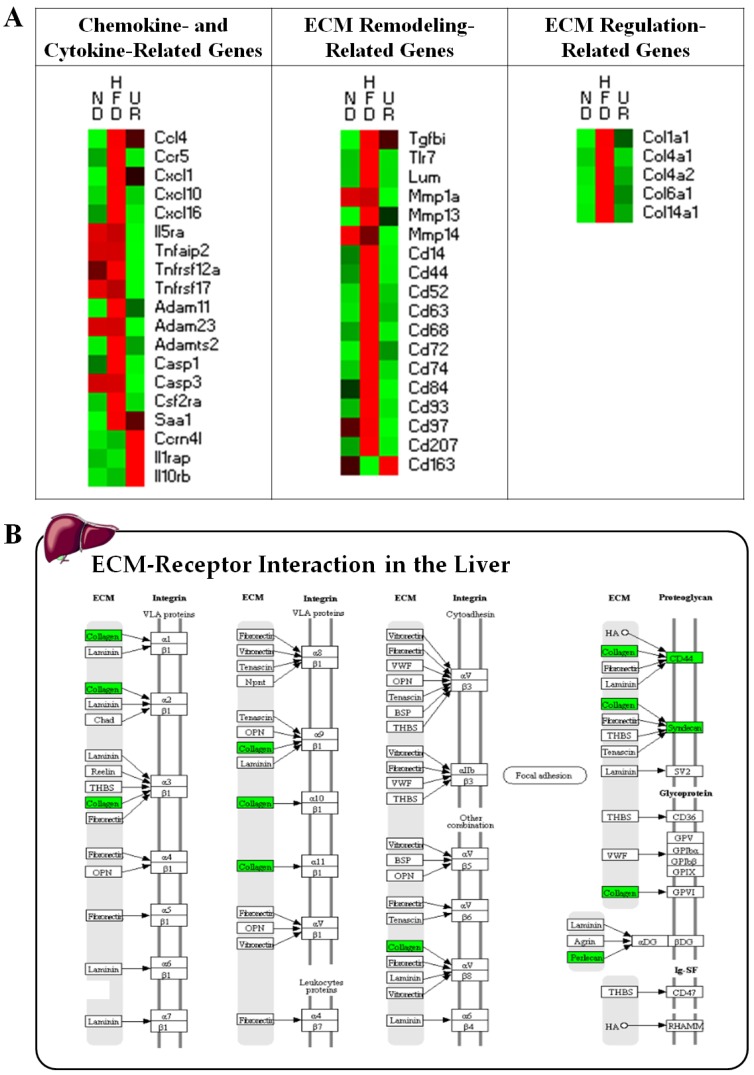
Effect of ursolic acid (UR) treatment on the transcription patterns of hepatic genes related to chemokine/cytokine expression, extracellular matrix (ECM) remodeling, and ECM regulation (**A**); and ECM–receptor interaction (**B**). Symbols in red indicate genes that were up-regulated while those in green denote genes that were down-regulated. UR down-regulated collagen, Cd44, Syndecan and Perlecan gene expressions involved in ECM-receptor interaction compared to HFD.

## Supplementary Materials

The following are available online at http://www.mdpi.com/2072-6643/10/11/1719/s1, Figure S1: The number of differentially expressed genes (DEGs) in the liver, adipose tissue and skeletal muscle of C57BL/6J mice. Differentially expressed genes based on comparison of HFD vs. ND and UR vs. HFD according to *p*-value < 0.05, log2 fold change > 0.5, Figure S2: Real-time RT-qPCR validation. Microarray and RT-qPCR data shown as means ± S.E. ND vs. HFD; * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001. HFD vs. UR; ^§^ *p* < 0.05, ^§§^ *p* < 0.01, ^§§§^ *p* < 0.001. White bar = ND group; black bar = HFD group; stripe bar = UR group, Table S1: Primer sequences used for RT-qPCR validation of the microarray data, Table S2: Effect of ursolic acid on transcriptional pattern of lipid metabolism-related genes in liver of C57BL/6J mice, Table S3: Effect of ursolic acid on transcriptional pattern of TCA cycle-related genes in muscle of C57BL/6J mice, Table S4: Effect of ursolic acid on transcriptional pattern of fibrosis-related genes in liver of C57BL/6J mice. Table S5: Effect of ursolic acid on transcriptional pattern of fibrosis-related genes in muscle of C57BL/6J mice.

How the deposited data were processed for this re-analysis (not part of the article)

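The data are 27 Illumina mouse BeadChip arrays of pooled RNA from the liver, epididymal WAT and gastrocnemius muscle of C57BL/6J mice fed the ND, the HFD or the HFD with 0.05% UR for 16 weeks, with 3 arrays for each diet and tissue. The paper gives 36 mice in all and the deposited sample descriptions 30, and which mice entered each pool is not given in the sources used here, so that every n counts pools.

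The main values are the probe signals that the authors exported from the scanner software and deposited as intensities, 1 per probe and array, with no normalization between arrays. Whether background was subtracted is not stated; the lowest signal is 77.3 and 0 values are at or below 0. The detection p-values that the authors deposited beside the signals were used only to choose probes. The authors also deposited a table of quantile-normalized log2 values, which follows the signals of the liver to within 0.124 and was used as an alternative. In that table the 9 columns of muscle hold the same values as the 9 columns of WAT in all 45281 rows, so the table was not used for muscle. Total signal per array in the liver ran from 33610124 to 36807245 with the ND and from 34875716 to 36249494 with the HFD. With UR it ran from 40602071 to 45514171, above every ND and HFD array of the liver. Total signal ran from 41872756 to 47550050 in WAT and from 25797192 to 31855725 in muscle. The number of arrays limits the precision.

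Signals were quantile-normalized over the 9 arrays of a tissue and log2-transformed, as the paper's methods state, with no background correction. Probes detected at a detection p under 0.05 on all 3 arrays of at least 1 group were kept (17518 in the liver, 19455 in WAT and 16332 in muscle). Gene symbols came from the platform's annotation, which lists 34903 of 45281 probes; 34885 have 1 symbol and 18 have several and name no gene. Of their identifiers 34807 were matched to the reference gene table of GRCm38.p6, and 0 symbols changed. The brightest kept probe stands for a gene, which left 9784 genes in the liver, 10753 in WAT and 9313 in muscle. A fold against a group in which a probe was not detected on any array is given as a bound, against the higher of the probe's own signal and the lowest detected signal.

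Groups were compared with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with an intensity trend, over the 9 arrays of a tissue, and p-values were adjusted by the Benjamini-Hochberg method within a tissue and comparison. The comparisons were UR against HFD and HFD against ND. The difference of the UR effect between the liver and each of the other tissues was tested in 1 limma model over the 27 arrays. That model treated arrays of different tissues as independent. Whether pools of different tissues came from the same mice is not given in the sources used here, and pairing across tissues was not tested. The methods name rank products with a false discovery rate under 0.05, and the legend of Figure S1 an unadjusted p under 0.05 with a log2 fold change over 0.5; both were run as alternatives, the former written again here with 100 permutations. In all, 43 gene lists were fixed before the data were examined, and lists with at least 5 measured genes were tested with camera (preset inter-gene correlation 0.01, and an estimated one) and fry of limma. The text names, per tissue and comparison, the 12 largest increases and 12 largest decreases past the test whose arrays did not overlap, of which some are printed, every gene the paper names, and in each list reported up to 4 genes of smallest p. Some genes that the paper names are not reported here. Nr1d1 in the liver is named outside this rule, after its value was seen. The limma fits, Student's test, rank products, camera and fry were run on simulated data of UR against HFD, while the detection filter, the choice of probe and the other alternatives were not: of 100 genes changed by 0.5 on the log2 scale in arrays made from those of UR and HFD, limma recovered 85 in the liver, 89 in WAT and 92 in muscle, and of 100 changed by 1 it recovered 99, 97 and 99. For the difference of the UR effect between tissues, simulated in the same way, it recovered 82 of 100 genes changed by 0.5 in the liver against muscle and 79 of 100 against WAT.

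Alternatives set before the data were examined changed the background correction, the arrays normalized together, the scaling, the source of the values, the probe filter, the probes counted per gene, the variance model, array weights, the arrays in the model, a block for the replicate number, the test and the thresholds, and left out each array in turn. The mean over a gene's kept probes, a count of genes in which every kept probe passes, and a count in which any kept probe passes the thresholds of Figure S1 were added after the data were seen. A block for the BeadChip was not run, as the files used here name none, and probes without a single named gene entered only the count over all probes.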

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

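The 2 tests on probes of the same gene in the liver, the breakdown of the assignments by liver group, the clock difference between HFD and ND, the standard errors over clock genes and the ratios of list medians with median scaling or the mean of the probes were chosen after the result was seen, and the other tests of this part before.

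The UR effect differed between the liver and muscle in 3460 genes and between the liver and WAT in 4650 genes by a test of the difference itself; 150 genes fell in the liver and rose in muscle and 63 did the reverse, and against WAT these numbers were 309 and 177. The median difference, liver minus muscle, was -0.42 on the log2 scale for collagens, -0.50 for genes of ECM remodeling and -0.9997 for macrophage markers. The difference was -1.58 for Col1a1, -1.11 for Col6a1 and -1.62 for Lyz2. The last 2 are on the probe that is brightest over both tissues but not in muscle. With UR, Lyz2 rose by 1.14 on its other probe in the liver and by 0.81 on its brightest probe in muscle. Its difference thus depends on the probe. When arrays were assigned anew to diets within both tissues, 6 of 100 assignments, the real one included, gave as many genes as the real 3460 for liver and muscle, with 4620 as the highest other, so chance cannot be excluded by this count. All 6 keep the liver groups as they are, and with the liver groups changed the highest was 187. Of the 11 other assignments drawn with the liver groups kept, 5 reached 3460. For liver and WAT only the real assignment, 1 of 100, reached 4650, with 4010 as the highest other and 149 as the highest with the liver groups changed. At that share chance is excluded only for no group difference in either tissue, since the arrays of both were reassigned. With the liver groups kept, 0 of only 11 drawn assignments reached 4650, too few to exclude chance for a difference between the tissues. Both counts thus point to the liver arrays as the structure that carries most of them.

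Signals that the paper does not report were seen in WAT, where the clock genes Dbp and Ciart had log2 changes of 1.53 and 0.62 and Arntl of -0.76 with UR, and where the mesothelial genes Upk3b and Upk1b had log2 changes of -1.58 and -1.51. In the liver, 24.6% of the genes called with UR that have more than 1 probe had another probe past the test in the opposite direction, against 1.07% with the HFD.

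Probes of the same gene moved apart between the UR and HFD livers, in a way that ND and HFD livers did not (Spearman correlation of probe gaps 0.981). One candidate explanation is that the ND and HFD liver samples differ from the rest in RNA quality, labelling or hybridization; probe gaps of the UR livers ranked more like those of HFD WAT than those of the HFD livers did, by 0.12, and likewise for muscle by 0.116, as that explanation needs. Another is that UR changes which transcript ends are used; the probe differences of UR against HFD then should go the same way in every tissue, but correlated with those of the liver at 0.388 in muscle and at -0.18 in WAT, which leaves it open for a response limited to some tissues. Whether the groups were labelled or hybridized together is not given in the sources used here, so batch and group cannot be told apart in the liver. Changes of single-probe liver genes may therefore rest in part on how the arrays were made. The probe differences of HFD against ND in muscle also correlated with those of UR against HFD in the liver, at -0.328, so the same caution holds for single-probe genes of muscle.

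The mean log2 change of the evening-phase clock genes with UR lay above that of the morning-phase ones by 0.65 in the liver, 0.68 in WAT and 0.66 in muscle (standard error over genes 0.69, 0.23 and 0.61, with 3, 4 and 3 morning-phase genes, whose mean was 0.15, -0.25 and 0.15). If the UR and HFD mice were killed at different times of the daily cycle, the difference should be at least 0.2 and of the same sign in each tissue of the same mice. The lowest of the 3 was 0.65, but the difference is about the size of its standard error in the liver and muscle. There the 3 morning-phase genes moved both ways: Bhlhe40 rose, while Clock fell in the liver and Arntl in muscle (SD over genes 1.17 and 0.99). In the liver and muscle Bhlhe40 moved with the evening-phase genes. Whether it belongs with the morning-phase ones was not tested, and the difference without it was not computed. The mean of the 3 is therefore a poor measure of phase, and the question of killing time stays open. A shift of the clock by UR in every tissue would give the same pattern, and the design, with 1 sampling time per mouse that the paper's text does not name, does not separate the 2. Between HFD and ND the same difference was 0.54 in the liver, -0.42 in WAT and 0.11 in muscle, so in that comparison the sign differed between the tissues.

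Collagen and ECM genes rose in muscle and macrophage genes mostly fell in the liver with UR. A larger share of connective tissue in the UR muscle samples would raise other fibroblast markers too. Their median log2 change was 0.523 of that of the collagens, 0.4695 with median scaling and 0.3375 with the mean of the kept probes. These lie on both sides of the 0.5 set for this explanation, which stays open. Macrophage, endothelial and MHC class II markers rose in muscle too. Whether those cells lie within the connective tissue was not tested, so their rise does not decide the question. A smaller share of non-parenchymal cells in the UR livers would lower endothelial and cholangiocyte markers as well. The endothelial median was 0.547 of the macrophage median (0.3037 with median scaling and 0.6165 with the mean of the kept probes) and the cholangiocyte median, over 3 genes, 0.428 of it, and Mpeg1, H2-Aa and Lyve1 rose by 1.399, 1.45 and 0.86, so this stays open. Whether these 3 rises share the probe differences of the liver described above was not tested. A change of expression within the cells, from the diet, is a further explanation that these arrays of whole tissue do not test.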

How the results depend on the processing

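No test of this part was chosen after a result was seen except the counts over a gene's probes named as added.

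Of 9112 gene values and 934 list values compared under the alternatives, 8409 and 865 kept their direction and side of the threshold, 17 gene values and 0 list values changed direction, and the rest changed side of the threshold. Counts of changed genes kept within 1.5 times their value with neqc, with all 27 arrays normalized together, with the deposited matrix (not used for muscle), with either probe filter, without the intensity trend and with the replicate block. The replicate numbers do not pair the samples: deviations of arrays with the same number correlated between -0.166 and 0.222, 4 of 6 arrays of muscle UR and HFD correlated best with their own number and at most 2 of 6 elsewhere, and the block gave 5228 genes in the liver, 749 in WAT and 2047 in muscle with UR. No BeadChip block was run. Few genes under the detection limit can be compared, since 34.2% to 44.4% of probes were detected. The cause of each change below was not tested, unless it lies in how the alternative counts.

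Counts are given for UR and then HFD. Over all probes, they were 9651 and 4365 in the liver, 1469 and 7421 in WAT and 3603 in muscle with UR, since more features are counted. Student's test of the same values, adjusted, gave 1100 in the liver with the HFD, 1 and 2773 in WAT, and 334 and 8 in muscle. The p and fold thresholds of Figure S1 gave 1409 and 613 in the liver, 79 and 1142 in WAT and 124 and 81 in muscle with limma, and 1381 and 578, 75 and 1115, and 109 and 68 with Student's test. Rank products gave 480 and 419, 237 and 524, and 215 and 195. With UR, WAT had 1637 with array weights and 1562 with 2 groups only, and muscle 1137 with median scaling. Counts added after the data were seen were 1958 and 653, 101 and 1193, and 170 and 95 genes in which any kept probe passed the p and fold thresholds, and 905 in muscle with the HFD in which every kept probe passed. With neqc, log2 changes over 0.5 with UR numbered 2726 in the liver, 383 in WAT and 606 in muscle.

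With an estimated correlation, 0 lists were called with UR or the HFD within any tissue, against 5 and 17 in the liver, 11 and 15 in WAT and 11 and 4 in muscle. For the UR effect in the liver minus that in WAT, the TCA cycle list had an adjusted p of 0.0204 from camera with an estimated correlation (6.37e-05 with the preset one). Of its 22 genes, 11 had a higher effect in the liver and 2 a lower one. In the liver with UR, 8 lists were called with median scaling and 8 with the mean of a gene's kept probes.

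Leaving out 1 array gave 4414 to 5439 genes in the liver with UR and 2050 to 2768 with the HFD, 159 to 1231 and 3618 to 4443 in WAT, and 1232 to 2121 and 869 to 1359 in muscle. The numbers without each array that moved a count past 1.5 times are, in WAT with UR, 1231 without ND replicate 2, 236 and 217 without HFD replicates 2 and 3 and 216, 159 and 383 without UR replicates 1, 2 and 3, in muscle with UR, 1232 and 1270 without UR replicates 2 and 3, and in muscle with the HFD, 869 without ND replicate 2 and 894 and 933 without HFD replicates 1 and 3. The lists called with UR in the liver were 4 to 8, with 8 without HFD replicate 1 and 8 without UR replicate 3.

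On another probe than the brightest, log2 changes in the liver with UR turned to -0.27 for Txn1, 0.51 for Lum, 0.22 for Cd52, 0.67 for Cd93, -0.39 for Dag1, 1.18 for Fn1 and 1.14 for Lyz2, and with the HFD to -0.10 for Txn1. In muscle they turned to -0.0193 for Per1, -0.0477 for Il15, -0.0177 for Stab1, and -0.0123 and -0.15 for Suclg1 with UR, and to 0.0700 for Suclg1 and 0.0200 for Lyz2 with the HFD. With the mean of the kept probes, Cd93 was at 0.0627 and Fn1 at 0.36 in the liver with UR.

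Other splits of the 6 arrays into 3 and 3 are too few for a share under 0.05. The real counts of genes were 5347, 2781, 751, 4617, 2090 and 1430 in the order liver, WAT and muscle, each with UR and then the HFD, and the highest of the other splits 0, 0, 0, 0, 0 and 3. The real counts of lists were 5, 17, 11, 15, 11 and 4, and the highest others 11, 15, 12, 15, 12 and 6. Of the 10 splits, the real one included, 6, 1, 3, 3, 2 and 4 called as many lists as the real one. Only in the liver with the HFD did no other split reach the real count. The numbers of lists called by camera therefore cannot exclude chance.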

Differences from the paper's values

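All settings named here were set before the data were examined unless said otherwise.

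The paper gives 1773 genes changed by UR in the liver, 106 in WAT and 202 in muscle. At an adjusted p under 0.05 from limma, which differs from the paper's thresholds, the numbers here were 5347, 751 and 2090. In the liver, the thresholds of the legend of Figure S1 (unadjusted p under 0.05 and log2 fold change over 0.5) gave 1409 with limma and 1381 with Student's test, within 1.5 times the paper's 1773, and no other alternative did; among them neqc gave 5388, median scaling 4444, all probes 9651 and rank products, the test the methods name, 480. In WAT, the Figure S1 thresholds gave 79 and 75 and leaving out UR replicate 2 gave 159, within 1.5 times the paper's 106, and no other alternative did, rank products giving 237. In muscle, rank products gave 215, close to the paper's 202, and no other alternative came within 1.5 times, the Figure S1 thresholds giving 124 with limma and 109 with Student's test. Counting a gene where any kept probe passes the Figure S1 thresholds, chosen after seeing the values, gave 1958, 101 and 170, each within 1.5 times the paper's number, and drops 4 of the 70 named genes called here in the paper's direction.

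The paper gives ratios of 8.8 for the liver to muscle and 16.7 for the liver to WAT, where the counts here give 2.56 and 7.12. The Figure S1 thresholds gave 11.4 and 17.8 with limma and 12.7 and 18.4 with Student's test, within 1.5 times the paper's. The ratio to WAT was also within 1.5 times without HFD replicate 2 (19.3), HFD replicate 3 (21.8), UR replicate 1 (22.5) or UR replicate 3 (12.4), and both ratios with any kept probe past the Figure S1 thresholds, chosen after seeing the values (11.5 and 19.4; 4 of the 70 named genes dropped). No other alternative did; the ratio to muscle ran from 2.19 with a filter on detection in all 9 arrays to 13.3 with Student's test, adjusted, and the ratio to WAT from 2.03 with rank products to 4445 with Student's test, adjusted, where WAT had 1 gene.

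For Pparg in the liver, Fig. 5C shows a fold of about 1.7, read by eye, and the value here is 0.945. The second probe gave 1.69 and median scaling 1.14, both within 1.5 times of it, as was the mean of the kept probes, chosen after seeing the values, at 1.26, which loses the calls on 3 named genes (below), and no other alternative was. For Insig1, Fig. 5C shows about 3.4, read by eye, and the value here is 0.981. The third probe gave 3.50, and no other alternative came near.

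The paper states that Pparg, Sirt5 and Insig1 rose in the liver, and the brightest probes gave log2 changes of -0.08, -0.0034 and -0.03. Their other probes are called up, at 0.76, 0.54 and 1.81, as is the mean of the kept probes, chosen after seeing the values, at 0.34, 0.27 and 0.65, and Sirt5 is called with median scaling at 0.26. It states that Il1rap and Il10rb rose, here 0.08 and -0.12; dimmer probes are called up at 1.83 and 0.63, the mean of the kept probes at 0.23 and 0.26, and Il1rap with median scaling at 0.34. It states that Mmp1a fell, here 0.02, with a dimmer probe called down at -0.69 and the mean of the kept probes at -0.33. On the mean of the kept probes, the calls on Per1, Lum and Cd93, which the paper names, are lost, the last with a change of sign. The caption of Figure 6 gives syndecan as lower with UR and names no member. Sdc3 fell here, as given above, while the values of Sdc1, Sdc2 and Sdc4 are -0.11, -0.07 and -0.19. A dimmer probe of Sdc1 is called at -0.60 and the mean of its probes at -0.36, Sdc4 is called with 2 groups only and without ND replicate 2 at -0.19, and no setting called Sdc2. In muscle the paper states that Pdhb, Sdhb and Fh1 rose, here -0.08, 0.14 and -0.02. A dimmer probe of Pdhb is called at 0.72, Sdhb without UR replicate 1 at 0.20, and for Fh1 a dimmer probe at 0.72 and the mean of its probes at 0.35. For the other named genes measured here, the direction past the test was the one the paper gives.

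The paper states that UR lowered hepatic genes of fatty acid synthesis and lipid transport raised by the HFD. Over the lists used here 7 genes of synthesis fell and 4 rose and 8 genes of transport fell and 2 rose with UR, and with median scaling 3 fell and 9 rose and 6 fell and 4 rose. These counts cover all measured genes of both lists, whether or not the HFD had raised them, so they are not the paper's set.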

Other observations

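The alternative with the mean of the kept probes was added after the data were seen, the other tests of this part were set before, and Ms4a7, Fcer1g, Cx3cr1, Stard4, Tm7sf2, Msmo1, Sc5d, Ebp and Acat3 are named after their values were seen.

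In WAT, the HFD changed more than UR did. Macrophage genes rose with the HFD over the ND, with the elastase Mmp12 up by a log2 fold change of 3.905 (standard error 0.15, n = 3 pools per group, adjusted p = 7.89e-09 from limma), the lipid receptor Trem2 by 3.68 and Gpnmb by 3.55, and 21 of 26 macrophage markers rose and 2 fell (21 and 2 adjusted over the list alone; adjusted p = 2.12e-13 from camera, adjusted p = 0.133 with an estimated correlation). Of 18 collagens 13 rose and 0 fell, with Col3a1 up by 1.396 and Col1a1 by 1.02 (13 adjusted over the list alone; adjusted p = 1.45e-06, adjusted p = 0.196 with an estimated correlation). Of 67 genes of oxidative phosphorylation, 42 fell and 0 rose (44 adjusted over the list alone; adjusted p = 1.48e-09, adjusted p = 0.133 with an estimated correlation), such as the complex III gene Uqcrc2 by 0.47 and the ATP synthase gene Atp5c1 by 0.45. Adipocyte markers fell, 11 of 13, and 1 rose (12 and 1 adjusted over the list alone; adjusted p = 0.000137, adjusted p = 0.196 with an estimated correlation), with Acvr1c, a receptor of the TGF-β family, down by 1.14 and the gluconeogenic enzyme Pck1 by 1.25. With UR against the HFD, 2 of 26 macrophage markers of WAT rose and 1 fell (3 and 1 adjusted over the list alone; adjusted p = 0.202 from camera, adjusted p = 0.797 with an estimated correlation, and 0.0210 without UR replicate 3): Ms4a7 and Fcer1g, by 0.39 and 0.33, and Cx3cr1, by -0.37. In the order Ms4a7, Fcer1g and Cx3cr1, these calls were lost without HFD replicate 2 (adjusted p = 0.0572, 0.101 and 0.103), HFD replicate 3 (0.117, 0.156 and 0.0917) or UR replicate 2 (0.133, 0.132 and 0.138), those of the first 2 without UR replicate 1 (0.116 and 0.134) and those of the last 2 without UR replicate 3 (0.0653 and 0.0724). Mmp12, Trem2 and Gpnmb did not pass the test, with log2 changes of 0.12, 0.40 and 0.31 (adjusted p = 0.663, 0.107 and 0.182). Over the alternatives, the adjusted p of Trem2 ran from 0.00786 to 0.340 and that of Gpnmb from 0.0126 to 0.530; both passed the test upward with a replicate block, and Trem2 also with array weights (0.0467) and with 2 groups only (0.0452). Acvr1c and the glucose transporter Slc2a4 fell further with UR, by 0.75 and 0.47, and 5 adipocyte markers fell and 1 rose (5 and 1 adjusted over the list alone; adjusted p = 0.00735, adjusted p = 0.558 with an estimated correlation; adjusted p = 0.0677 without HFD replicate 3). Of 9 mesothelial markers 5 fell and 0 rose with UR (6 adjusted over the list alone; adjusted p = 1.13e-06, adjusted p = 0.167 with an estimated correlation), among them Msln and Bnc1, which were not detected on any UR array and were at least 1.03-fold and 1.22-fold lower than with the HFD. Of 11 evening-phase clock genes of WAT, 5 rose and 0 fell with UR (7 adjusted over the list alone; adjusted p = 2.48e-06, adjusted p = 0.240 with an estimated correlation), with Nr1d2 and Nr1d1 at 0.61 and 0.59, after 7 had fallen with the HFD (8 adjusted over the list alone; adjusted p = 0.00858, adjusted p = 0.315 with an estimated correlation).

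Of 6 red blood cell genes of WAT, all fell with the HFD (6 adjusted over the list alone; adjusted p = 0.0134 from camera, adjusted p = 0.315 with an estimated correlation), with Alas2, which starts heme synthesis, down by 1.52, the anion exchanger Slc4a1 by 1.47 and the globin gene Hbb-b2 by 0.70. With UR, 2 of them rose and 0 fell (4 adjusted over the list alone; 4 with median scaling; adjusted p = 0.0331, adjusted p = 0.558 with an estimated correlation), Slc4a1 by 1.29 (adjusted p = 0.0366) and Hbb-b2 by 0.56 (0.0383), while Alas2 had a log2 change of 1.15 (0.0561, and 0.0424 with median scaling, 0.0261 without ND replicate 2 and 0.0326 without ND replicate 3). The calls on Slc4a1 and Hbb-b2 were lost without any 1 of HFD replicates 1 to 3 (adjusted p = 0.10035, 0.0677 and 0.0767 for Slc4a1 and 0.105, 0.0584 and 0.102 for Hbb-b2) or UR replicates 1 to 3 (0.0623, 0.0957 and 0.115, and 0.0849, 0.115 and 0.120), and that on the list without HFD replicate 1 (0.0665) or UR replicate 3 (0.0643) and with the mean of the kept probes (0.0613). Whether these values come from blood left in the tissue was not tested.

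In the liver, the HFD lowered cholesterol synthesis and raised detoxification. Of 16 genes of cholesterol synthesis, 14 fell and 1 rose with the HFD (14 and 1 adjusted over the list alone; adjusted p = 6.07e-07 from camera, adjusted p = 0.291 with an estimated correlation), with Fdps, farnesyl diphosphate synthase, down by 1.99, Sqle, squalene epoxidase, by 1.67 and Cyp51 by 1.43, and UR left these at log2 changes of -0.03, 0.01 and -0.01 (adjusted p = 0.944, 0.983 and 0.969 from limma). Over the whole list with UR, 5 genes rose (Stard4 by 1.35, Tm7sf2 by 0.57, Msmo1 by 0.53, Sc5d by 0.34 and Ebp by 0.29) and Acat3 had a log2 change of -0.50 (5 and 1 adjusted over the list alone; 6 and 1 with median scaling; adjusted p = 0.276 from camera, adjusted p = 0.894 with an estimated correlation). The call on Sc5d was lost without HFD replicate 1 (adjusted p = 0.0546) or UR replicate 2 (0.0582), and that on Msmo1 without UR replicate 2 (0.0765). Of 40 genes of detoxification, 22 rose and 2 fell (22 and 2 adjusted over the list alone; adjusted p = 3.69e-07, adjusted p = 0.194 with an estimated correlation), with the glutathione transferase Gsta1 up by 3.30. Cyp2b10 and the lipid droplet gene Cidea were not detected on any ND array and were at least 3.52-fold and 13.6-fold higher with the HFD, and with UR they fell by 1.15 and 0.76. Over the 40 genes of detoxification, UR gave no single direction: 15 rose and 10 fell (15 and 11 adjusted over the list alone; 20 and 3 with median scaling; adjusted p = 0.152 from camera, adjusted p = 0.733 with an estimated correlation, and 0.0337 upward from camera over genes detected on all 9 arrays). Macrophage markers rose with the HFD in the liver as well, 19 of 24, and 1 fell (20 and 1 adjusted over the list alone; adjusted p = 6.32e-10, adjusted p = 0.194 with an estimated correlation).

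In muscle, 596 genes changed in opposite directions with the HFD and with UR and 35 the same way, where both comparisons use the HFD arrays and independent lists would share 77.6 up with the HFD and down with UR and 82.9 the reverse (222 and 374 observed). These counts were not made with median scaling. Under it only 72 genes rose with the HFD and 204 fell with UR in muscle, so at most 72 could do both. In WAT 148 changed in opposite directions and 276 the same way. The covariance of both log2 changes minus the simulated one was -0.00966 in muscle, 0.0127 in WAT and -0.0114 in the liver.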
